# Preneoplastic cells switch to Warburg metabolism from their inception exposing multiple vulnerabilities for targeted elimination

**DOI:** 10.1038/s41389-024-00507-4

**Published:** 2024-01-25

**Authors:** Henna Myllymäki, Lisa Kelly, Abigail M. Elliot, Roderick N. Carter, Jeanette Astorga Johansson, Kai Yee Chang, Justyna Cholewa-Waclaw, Nicholas M. Morton, Yi Feng

**Keywords:** Cancer prevention, Cancer metabolism

## Abstract

Otto Warburg described tumour cells as displaying enhanced aerobic glycolysis whilst maintaining defective oxidative phosphorylation (OXPHOS) for energy production almost 100 years ago [1, 2]. Since then, the ‘Warburg effect’ has been widely accepted as a key feature of rapidly proliferating cancer cells [3–5]. What is not clear is how early “Warburg metabolism” initiates in cancer and whether changes in energy metabolism might influence tumour progression ab initio. We set out to investigate energy metabolism in the HRAS^G12V^ driven preneoplastic cell (PNC) at inception, in a zebrafish skin PNC model. We find that, within 24 h of HRAS^G12V^ induction, PNCs upregulate glycolysis and blocking glycolysis reduces PNC proliferation, whilst increasing available glucose enhances PNC proliferation and reduces apoptosis. Impaired OXPHOS accompanies enhanced glycolysis in PNCs, and a mild complex I inhibitor, metformin, selectively suppresses expansion of PNCs. Enhanced mitochondrial fragmentation might be underlining impaired OXPHOS and blocking mitochondrial fragmentation triggers PNC apoptosis. Our data indicate that altered energy metabolism is one of the earliest events upon oncogene activation in somatic cells, which allows a targeted and effective PNC elimination.

## Introduction

Somatic cells that acquire an oncogenic mutation have an ability to undergo expansion and form pre-neoplastic lesions in vivo. However, little is known about the mechanisms involved in driving their initial clonal expansion [6]. Altered metabolism is one of the hallmarks of cancer, enabling cancer cells to sustain uncontrolled growth even under restricted nutrient conditions [7]. Amongst metabolic changes in cancer cells, the “Warburg Effect” was the first to be described and is characterized by increased uptake of glucose and its conversion to lactate by glycolysis under normoxia conditions [4]. Although inefficient for ATP generation, Warburg metabolism provides advantages to fast proliferating cells, to meet their bio-synthetic demand [4]. Warburg metabolism has been exploited to develop targeted cancer therapeutics and diagnostic tools, however, its role in the earliest stage of tumourigenesis is less clear. Altered mitochondrial morphology and function are crucial for cancer cell survival and tumourigenesis in several models [8]. Dysregulation of proteins that modulate mitochondrial dynamics is a targetable feature in human tumours and there is increasing interest in the development of novel cancer therapies by targeting the mitochondrion [9]. However, most studies on the susceptibility to metabolic targeting have employed established tumours, and little is known of the initial stages of tumour development and what are the metabolic features of the pre-neoplastic cell. Could early metabolic changes at the pre- neoplastic stage offer a novel Achilles heel for therapeutic chemoprevention? The lack of appropriate model systems has hindered our understanding of the initial events in vivo during pre-neoplastic development. Here we use a zebrafish skin pre-neoplastic cell (PNC) model, which focuses on a common oncogenic mutation in Squamous Cell Carcinoma, the human hRAS^G12V^, to investigate alterations in cellular energy metabolism at the initial stage of tumourigenesis and to ask whether this can be targeted for PNC elimination.

## Results and discussion

### Glycolysis is enhanced in PNCs to boost their proliferation and supplemental glucose promotes PNC expansion

In our model of tumour initiation, human HRAS^G12V^ (thereafter HRAS) was induced in zebrafish larval keratinocytes to mimic the initial mutational event leading to PNC development (Fig. 1A Schematic). EGFP tagged PNCs can be identified from 8 h post induction (hpi) and analysing cell proliferation suggests that enhanced PNC growth is overt from 24hpi and the proliferation rate in PNCs remains high at later times [10, 11]. We therefore focused our analysis within the first 24 h of PNC emergence to establish the earliest metabolic changes following PNC induction.

**Fig. 1:**
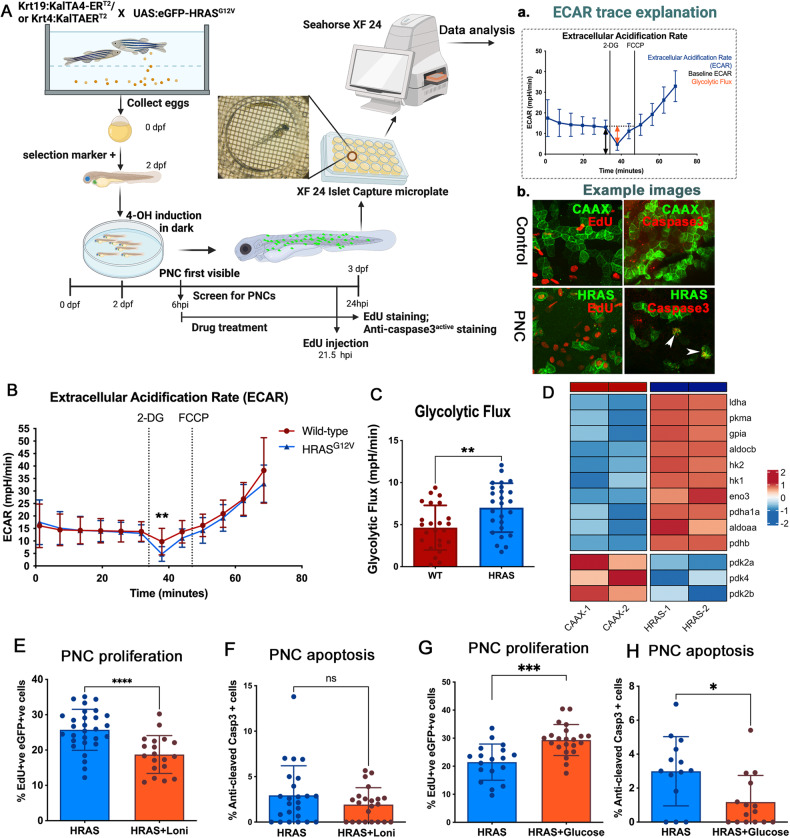
Glycolysis is important in boosting PNC proliferation and excess glucose promotes PNC survival and expansion. **A** Schematic showing the inducible human HRAS^G12V^ mediated preneoplastic cell in zebrafish larval skin tissue. Seahorse® Metabolic Flux analyses were carried out at 24 h post induction (hpi). **A** a, explanation of ECAR trace b, representative confocal images of EdU staining (proliferation) and anti-cleaved-Caspase3 staining (apoptosis) that were carried out in this study. **B** Seahorse Analyser® ECAR readout over time, showing no difference in baseline ECAR (before cycle 6), glycolytic flux (after adding 2-DG) readout at cycle 7 showing enhanced glycolytic flux in HRAS PNCs. Note: 2-DG leads to a transient ECAR change which recovers from cycle 8, this is thought to be due to the whole organism response to 2-DG. FCCP was added (black line) to assess respiratory function using the complimentary OCR readout (data not shown, as similar OCR data were presented in Fig. 2). **C** Quantification (cycle 7 ECAR) showing PNC have enhanced glycolytic flux (mean +/− SD, From 4 experiments *n* ≥ 24, *p* = 0.0042). Hexokinase inhibitor lonidamine (2 nM) treatment leads to reduced EdU positive cells in PNCs (unpaired *t* test, mean +/− SD, 2 experiments, animal *n* ≥ 19, *p* = 0.0001). **D** Pseudobulk differential expression analysis of single-cell RNA sequencing data, showing significantly up- and down- regulated genes related to glycolysis in HRAS PNCs vs. Control CAAX keratinocytes at 24 hpi. Heatmap depicts log fold-change (EdgeR, *n* = 2, FDR < 0.05). **E** Hexokinase inhibitor lonidamine (2 nM) treatment did not change PNC apoptosis (unpaired *t* test, mean +/− SD, 3 experiments, animal *n* ≥ 22, *p* = 0.2042). **F** Glucose injected larvae show increased PNC proliferation (unpaired *t* test, mean +/− SD, 2 experiments, animal *n* ≥ 18, *p* = 0.0002). **G** Glucose injected larvae show decreased PNC apoptosis (unpaired *t* test, mean +/− SD, 2 experiments, animal *n* ≥ 14, *p* = 0.0119).

In order to assess glycolytic activity of PNCs in skin tissue, we established a protocol using intact zebrafish larvae and the Seahorse analyzer® to measure extracellular acidification rate (ECAR) (Fig. 1A schematic), which has generally been used as a proxy to evaluate aerobic glycolysis of cells and tissues (figure A a) [12]. In this assay, 2-Deoxy-d-glucose (2-DG) was used to block glycolysis generated ECAR and here we saw greater reduction of ECAR in PNC-bearing larvae compared with controls, indicating a higher rate of glycolysis in PNCs (Fig. 1A a, B, C). Furthermore, we analysed gene expression of enzymes involved in the glycolysis pathway using existing single cell RNA sequencing data of 24hpi HRAS expressing PNCs (Elliot et al in preparation [13]). 

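The single-cell RNA sequencing data come from larvae in which 4-hydroxytamoxifen switches on a KALTA4-ERT2 activator under the krtt1c19e keratinocyte promoter, which in turn drives mCherry-HRAS G12V or, in the controls, mCherry-CAAX. Induction was at 48 hpf by the paper's methods and at 3 dpf by the submitters' labels. mCherry positive keratinocytes and EGFP positive myeloid cells were sorted from dissociated larvae into 1 tube per sample and sequenced as 3′ libraries (10x Genomics, version 2 chemistry). At 24 hpi there were 2 biological replicates of HRAS larvae and 2 of CAAX larvae, each pair from time courses a and b, and at 8 hpi there was 1 library of each. The reads were mapped with Cell Ranger to GRCz11 according to the submitters' processing notes, and the authors gave each cell a type. Their count table holds values that mostly lie just below whole numbers, as unique molecular identifier (UMI) counts less a small amount would, by a step not given in the sources used here. For each 24 hpi library the counts of all cells labelled basal keratinocyte were summed and rounded. This gave 8328232 UMIs from 659 cells in CAAX replicate 1, 22674570 UMIs from 862 cells in CAAX replicate 2, 10385245 UMIs from 595 cells in HRAS replicate 1 and 21065579 UMIs from 668 cells in HRAS replicate 2. No cell used here carries the label PNC, so the basal keratinocytes of the HRAS libraries are taken as PNCs. Of the HRAS basal keratinocytes, 80.5% and 87.0% (replicates 1 and 2) belong to the authors' cluster Basal Krt 3, which holds 10.3% and 5.92% of the CAAX basal keratinocytes. After TMM normalization, 13031 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and 2619 rose and 2643 fell in PNCs at an adjusted p under 0.05. In 5254 of these 5262 genes, which that test selected, both HRAS libraries lay beyond both CAAX libraries. With library totals as the only scaling, a choice made after the data were seen, 5331 genes were higher and 1415 lower (79.0% against 49.8% of calls higher), and the median log2 fold change of all genes moved from -0.02 to 0.59. The transgenes matched the labels, with mcherryHRASG12V at 52.5 ± 32.2 CPM (counts relative to the TMM-scaled library total; mean ± SD, n = 2) in the HRAS libraries and no count in the CAAX libraries, and mcherryCAAX at 5525 ± 2556 CPM in the CAAX libraries and no count in the HRAS libraries.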

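In PNCs, 13 of 25 genes of glycolysis tested were expressed above the level of the CAAX controls and 4 below it. Hexokinase 2 (hk2, ENSDARG00000101482), which traps glucose in the cell as glucose 6-phosphate, rose from 14.1 ± 2.03 CPM in controls to 32.5 ± 4.35 CPM in PNCs (mean ± SD, n = 2 libraries per group). Hexokinase 1 (hk1, ENSDARG00000039452) rose from 22.9 ± 3.06 to 39.2 ± 2.02 CPM. Lactate dehydrogenase a (ldha, ENSDARG00000101251), which reduces pyruvate to lactate, rose from 5.25 ± 0.586 to 56.7 ± 11.8 CPM. The other 8 glycolysis genes did not pass the test, and the same 13 and 4 passed when adjusted over the list alone. The log2 fold changes were 1.19 for hk2 (standard error 0.20, adjusted p = 0.00352), 0.77 for hk1 (standard error 0.18, adjusted p = 0.0135) and 3.45 for ldha (standard error 0.24, adjusted p = 0.000112) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The phosphofructokinase gene pfkpa (log2 fold change 3.41) and the pyruvate kinase gene pkma (2.36) also rose, as did gpia (1.12), aldocb (1.18) and eno3 (0.66). Among those that fell, named after their values were seen, were eno2, the enolase of neurons, pgam2, the phosphoglycerate mutase of muscle, and gapdh. Of the 13 genes in the heatmap of Fig. 1D, which the study chose on these samples and which are not independent evidence of a direction, 9 rose, 3 fell and 1 did not pass (10 rose and 3 fell when adjusted over the list alone). The 3 that fell were pdk2a (-2.04), pdk2b (-4.81) and pdk4 (-2.02), whose kinases switch off pyruvate dehydrogenase. The exception was pdhb, a subunit of pyruvate dehydrogenase, at 0.40 (adjusted p = 0.0903 from edgeR's test, 0.0239 with the time course as a block and 0.00203 to 0.842 over all alternatives). As a set against all other genes, the 25 genes had an adjusted p = 0.0549 upward by camera with its preset correlation (0.0404 with the block, 0.000275 to 0.309 over all settings), and an adjusted p = 0.697 with an estimated correlation. By fry, which tests whether a set's genes move on balance in the same direction, the adjusted p was 0.149 upward. In edgeR's fit the call of hk1 ended without CAAX replicate 1 (adjusted p = 0.0605) or HRAS replicate 1 (adjusted p = 0.0604; 0.000786 to 0.346 over all alternatives), with hk1 at -0.47 within the authors' cluster Basal Krt 2 alone, and hk2 lost its call among cells without a UMI of any G2/M gene (0.79) and among cells of 10000 to 20000 UMIs (0.89). The calls of aldoaa (0.61) and pdha1a (0.57) ended with DESeq2's size factors (adjusted p = 0.0572 and 0.0518) and without CAAX replicate 2 or HRAS replicate 1, that of pdha1a with thinned libraries (adjusted p = 0.0591), and those of pdha1a and eno3 without HRAS replicate 2. With a fold of at least 1.5 required, hk1, eno3, aldoaa and pdha1a lost their calls. At 10000 to 20000 UMIs these and pdk4 did so too, as did aldoaa, pdha1a and pdk4 among cells without a G2/M UMI. With epidermal SC cells added, aldoaa and pdha1a lost theirs. Within Basal Krt 3 alone gpia and pdha1a did not pass, and within Basal Krt 2 alone neither did gpia, aldocb, eno3, aldoaa, pdha1a, pdk2a or pdk4. Of the list, 8 genes rose without HRAS replicate 1.

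**Figure D1:**
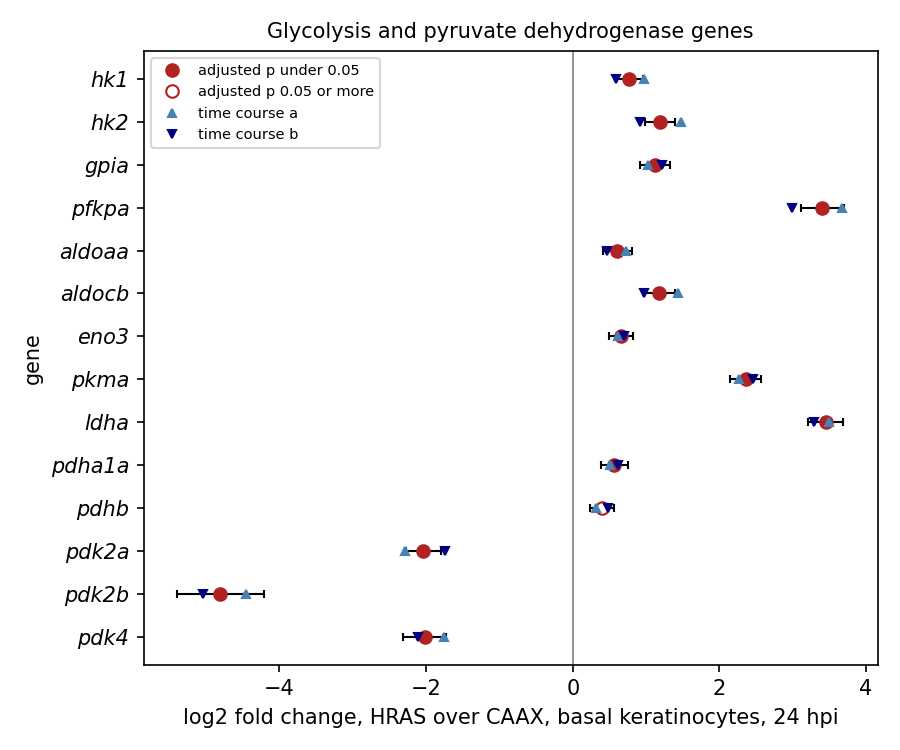
Log2 fold change of HRAS over CAAX basal keratinocytes at 24 hpi (horizontal axis) for genes of glycolysis and of pyruvate dehydrogenase (vertical axis). Circles give edgeR's estimate with its standard error, filled where the adjusted p is under 0.05, and triangles give the ratio within each time course; ldha lies at 3.45 and pdk2b at -4.81.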

We saw up-regulation of many key glycolytic enzymes including hexokinase 1 and 2 (*hk1, hk2*) and lactate dehydrogenase a (*ldha*) (Fig. 1D), thus further supporting enhanced glycolysis in PNCs.

To test whether enhanced glucose usage is required for PNC progression, we treated larvae with low doses of glycolysis inhibitor, Lonidamine (2 nM) [14], and this led to a significant reduction in PNC proliferation (Fig. 1E), while the same dose had no impact on control EGFP-CAAX (CAAX thereafter) expressing keratinocyte proliferation (Supplement Fig. 1). We saw no significant increase in apoptotic cell death (Fig. 1F), suggesting that glycolysis in PNCs was important for their enhanced proliferation but not their survival.

To further test the impact of altered energy availability, we mimicked the condition of surplus sugar availability by injecting glucose into the yolk (the energy storage tissue for fish larvae). This led to a marked enhancement of PNC proliferation (Fig. 1G). Interestingly, apoptosis was also reduced in PNCs from larvae receiving a glucose supplement (Fig. 1H). These data established a promotional role for glycolysis in PNC growth and provided direct evidence that increased energy supply in the form of glucose promotes cells with oncogenic potential to survive and expand in vivo.

### OXPHOS Respiration is also altered in PNCs and targeting complex I can specifically suppress PNCs in vivo

It is believed that enhanced glycolysis in cancer cells promotes the generation of building blocks required for the increased demands of cell mass growth, while in parallel OXPHOS is still required or may even be up-regulated to provide sufficient energy supply [15–18]. To assess mitochondrial respiratory activity of PNCs, we developed a protocol similar to the ECAR measurement, using the Seahorse Analyzer® to measure Oxygen Consumption Rate (OCR) from intact larvae (Supplementary Fig. 2). Mitochondrial un-coupler FCCP (Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone) was used to allow us to measure mitochondrial maximum respiration rate (Fig. 2A). These data showed that whilst baseline respiratory capacity was not altered in larvae with PNCs, their maximum respiratory capacity was significantly decreased compared to CAAX controls (Fig. 2A, B, C), indicating impaired mitochondrial function. Previous studies have suggested that cells with HRAS mutations in vitro develop complex I deficiency through rapid accumulation of mutations in complex I components, leading to reduced mitochondrial respiratory function [19]. Whilst we were unable to perform analyses to determine whether there were mutations or not in Complex I components of PNCs in vivo, we did observe a reduced capacity for respiratory function. Additionally, gene expression analysis revealed that OXPHOS genes were enriched in PNCs compared with CAAX controls (Fig. 2D). 

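Subunits of the respiratory chain and of ATP synthase were higher as a group in PNCs at 24 hpi. Of 95 nuclear and mitochondrially encoded subunits tested, cytochrome c included, 63 rose, 1 fell and 31 did not pass the test (65 rose and 1 fell when adjusted over the list alone, and 91 were higher with library totals as the only scaling). Among them atp5mc1, whose product forms the proton-driven ring of ATP synthase, rose from 119.9 ± 19.7 to 546 ± 30.3 CPM (mean ± SD, n = 2 libraries per group, controls first). The cytochrome c gene cycsb, whose product carries electrons between complexes III and IV, rose from 165 ± 4.50 to 538 ± 102 CPM. For complex I, 22 of 36 nuclear subunits rose, among them ndufs4 (log2 fold change 1.06) and ndufb3 (1.05). For complex II, 3 of 5 subunits rose, which were sdhb, sdhdb and, named after its value was seen, sdhda. For complex III with cytochrome c, 9 of 10 rose, uqcr10 by 1.45. In complex IV 9 of 14 nuclear subunits rose, cox7a2a by 1.67 and cox7c by 1.43. cox7a1, a muscle form named here after its value was seen, fell by 2.15 on the log2 scale, a call that ended without CAAX replicate 2 or HRAS replicate 2. No subunit was called lower either with DESeq2's size factors, a fold of at least 1.5, library totals or epidermal SC cells added. The same held at 10000 to 20000 UMIs and within Basal Krt 2 alone. In complex V 13 of 17 rose. Of the 13 subunits encoded by mitochondrial DNA, 7 rose, among them mt.nd6 (1.45) and mt.atp6 (0.96). The log2 fold change was 2.19 for atp5mc1 (standard error 0.19, adjusted p = 0.000244) and 1.71 for cycsb (standard error 0.19, adjusted p = 0.00062) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In a gene set enrichment analysis of all tested genes ranked by their log2 fold change, the 95 subunits had a normalized enrichment score of 2.25 (permutation of genes, p = 2.2e-05, with 0 permutations as high). Camera with its preset correlation gave the subunits an adjusted p = 5.9e-13 against all other genes, and an adjusted p = 0.288 with an estimated correlation. The estimate was -0.0008, below the preset 0.01, and the higher p reflects the few residual degrees of freedom of 4 libraries. By fry, which tests whether the genes of a set move on balance in one direction, the adjusted p was 0.00628. The subunits' median log2 fold change was 0.69, against -0.62 for 79 cytosolic ribosomal proteins, of which 69 fell and none rose, in edgeR also at an unadjusted p under 0.05, or by DESeq2 (with library totals as the only scaling their median was -0.01, with 2 higher and 2 lower). Without HRAS replicate 2, 39 subunits rose, and 27 rose when a fold of at least 1.5 was required. Within the authors' cluster Basal Krt 3 alone 26 rose and cox7a1 and cox8b, both muscle forms, fell, and within Basal Krt 2 alone 18 rose.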

We speculate that this could be a compensatory up-regulation of mitochondrial gene expression due to damaged mitochondria, which again might explain impaired mitochondrial function. We reasoned that cells with complex I deficiency would be more vulnerable to complex I perturbation, as this has been shown previously in a detailed analysis using tissue cultured cell lines [20], and therefore targeting complex I by biguanides could specifically eliminate PNCs versus healthy epithelia [21, 22]. Biguanides are widely used as anti-hyperglycaemic agents that target complex I [23] and have previously been used to target cancer cells carrying complex I deficiency [20]. Metformin is one of the most frequently used biguanides for diabetes mellitus and prediabetes treatment [23]. Interestingly, previous reports have suggested that metformin leads to reduced risk of Oesophageal Squamous Cell Carcinoma [24] and metformin was shown to reduce tumourigenesis through inhibiting complex I in xenograft models [25]. Due to established correlation that metformin medication reduced cancer in diabetic patients and positive outcome from pre-clinical studies of anti-cancer function of biguanides, there is an interest in repurposing metformin for cancer therapy with multiple clinical trials ongoing [26, 27]. We treated PNC bearing larvae with metformin for 4 h and this lead to increased activated-caspase-3 staining in PNCs in the superficial skin cell layer (Fig. 2E). A longer treatment of 8 h also led to a significant increase of activated caspase-3 signal in basal PNCs (Fig. 2F). Furthermore, we detected reduced EdU incorporation in PNCs compared with untreated controls (Fig. 2G) indicating that OXPHOS is important for PNC proliferation and that targeting complex I with metformin can induce PNC apoptosis and reduce PNC proliferation. Within a longer time frame, metformin treatment leads to reduction in PNC number compared with control group (Fig. 2H). Importantly, metformin treatment had no effect on healthy skin cells (Supplementary Fig. 2) and there were also no visible adverse effects on larval survival. To confirm the importance of complex I function to support PNC progression, we further tested another more specific and potent complex I inhibitor IACS-010759 [28]. We found a stronger reduction of PNC proliferation by IACS-010759 treatment (Fig. 2I) and a significant reduction of PNC numbers in treated group after 48 h treatment (Fig. 2J). Interestingly, we could not detect changes in apoptotic cell death in IACS-010759 treated larvae (data not shown). This suggests that metformin might be inducing PNC apoptotic cell death through other pathways, however this is beyond the scope of current study and should be further investigated in follow up research. Therefore, we have established that targeting complex I, can suppress HRAS mediated PNCs expansion in vivo at inception and provide further evidence for potent cancer preventive efficacy of metformin.

**Fig. 2:**
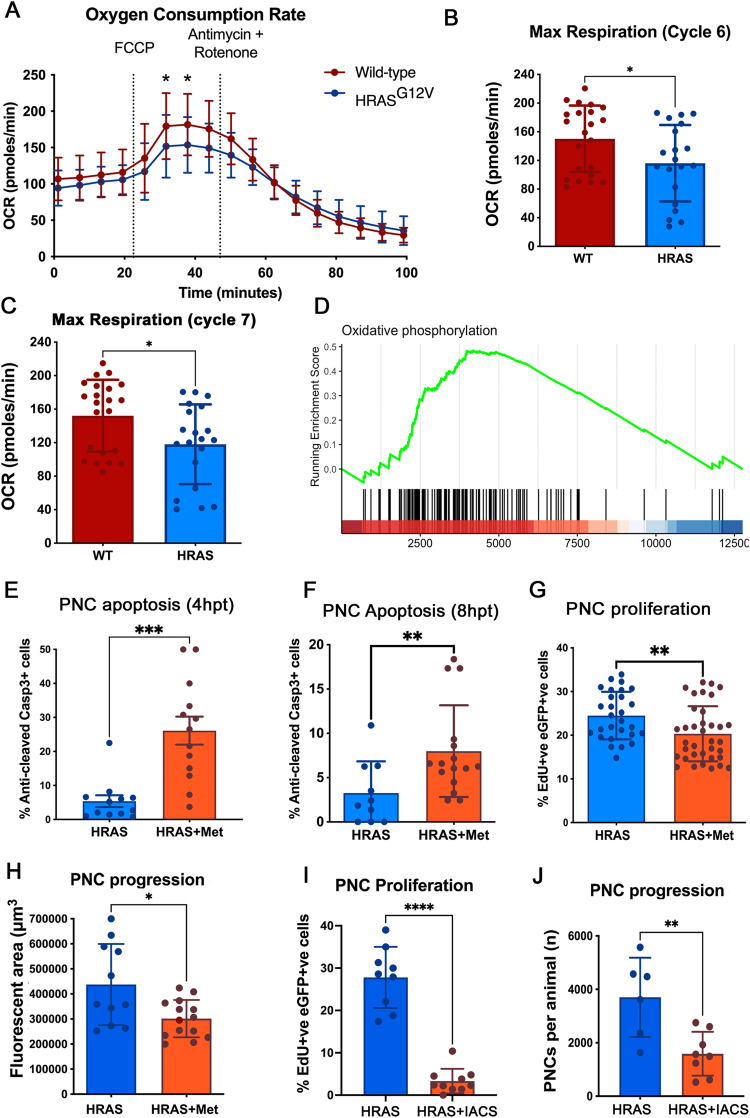
OXPHOS is impaired in PNCs and complex I inhibitor metformin suppresses PNC proliferation and induces PNC apoptosis in vivo. **A** Seahorse Analyser® Oxygen Consumption Rate (OCR) measurement comparing control larvae with PNC bearing larvae, graph showing OCR readout over time. Cycle 4 showing similar baseline respiration. Uncoupler FCCP was added after cycle 4 (black line) which assesses the reserve OCR. Cycle 7 showing significantly reduced maximum OCR in PNC bearing larvae, indicating reduced reserved respiration capacity. After cycle 8, treatment with the complex III inhibitor antimycin and the complex I inhibitor rotenone (black line) allowed the non-respiratory contribution to OCR to be determined, and there was no difference detected. (*p* < Mean +/− SD, 4 experiments, animal *n* ≥ 20 embryos, Two-way ANOVA followed by Sidak’s multiple comparisons test). **B** Quantification showing maximum respiratory capacity is reduced in HRAS expressing PNCs (cycle 6 OCR, unpaired *t* test, mean +/− SD, *n* ≥ 20, *p* = 0.0326). **C** Quantification showing maximum respiratory capacity is reduced in HRAS expressing PNCs (cycle 7 OCR, mean +/− SD unpaired *t* test, *n* ≥ 20, *p = 0.0193) **D** Gene-set enrichment analysis of single-cell RNA sequencing data shows that oxidative phosphorylation is enriched in HRAS expressing PNCs vs. CAAX expressing control keratinocytes (NES = 1.4401, *p* = 0.0409, FDR = 0.1308). **E** Quantification showing metformin treatment induces superficial skin PNC apoptosis within 4hpt (Mean +/− SEM, Mann-Whitney test, 2 experiments, animal *n* ≥ 12, *p* = 0.0001). **F** Quantification showing metformin treatment induces basal skin PNC apoptosis (Mean +/− SD, unpaired *t* test, 2 experiments, animal *n* ≥ 10, *p* = 0.0185). **G** quantification showing reduced proliferation of basal PNCs upon metformin treatment (Mean +/− SD, unpaired *t* test, 3 experiments, animal *n* ≥ 28, *p* = 0.0072). **H** Quantification showing metformin treatment leads to reduced PNC burden at 48 hpi (PNC fluorescent volume in defined area per animal; Mean +/− SD, unpaired *t* test, *n* ≥ 11, *p* = 0.0102). **I** quantification showing reduced proliferation of basal PNCs upon IACS treatment (%EdU incorporation in PNCs; Mean +/− SD, unpaired *t* test, *n* ≥ 9, *p* < 0.0001). **J** Quantification showing reduced PNC burden at 48 hpi upon IACS treatment (PNC number per animal; Mean +/− SD, unpaired *t* test, 2 experiments *n* ≥ 6, *p* = 0.0016).

### Mitochondrial fission is an early event in oncogenic HRAS driven preneoplastic cell (PNC) expansion in vivo

Alteration in mitochondrial morphology dynamics was linked to changes of mitochondrial metabolism and was required for transformed cells to drive tumourigenesis in xenograft models [19, 29]. To establish whether mitochondrial morphology is changed in PNCs, which might explain altered OXPHOS, we performed in vivo live imaging to assess mitochondrial morphology. The vital Mito-Tracker dye revealed that mitochondria became more fragmented in PNCs by 8hpi, the earliest time at which PNCs can be detected by fluorescence and mitochondria remain more fragmented at 24hpi (Fig. 3A). Compared with stage matched CAAX-EGFP expressing keratinocytes there was a greatly increased number of mitochondria and the average fragment size was smaller in the PNCs (Fig. 3A, D, E). The increased fragmentation of mitochondria was also confirmed by electron-microscopy, in which smaller mitochondria could be seen in the PNCs although we saw no obvious changes to mitochondrial membranes or cristae structure (Fig. 3B, C arrowheads).

**Fig. 3:**
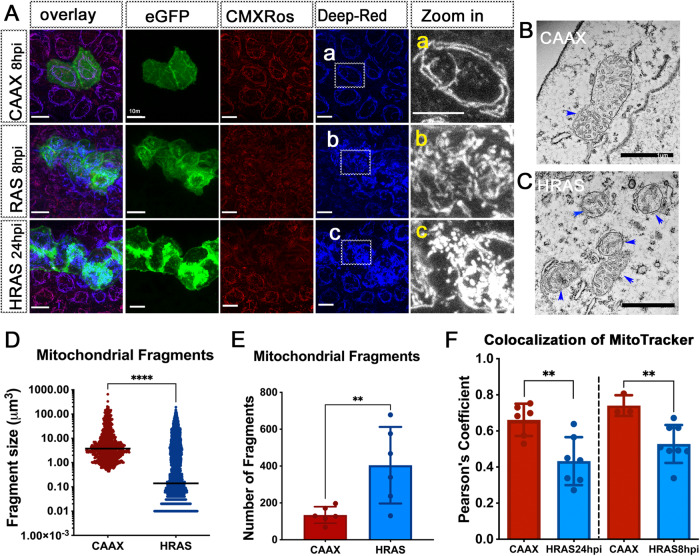
Mitochondria in PNCs are fragmented and have reduced membrane potential. **A** Confocal images of mito-trackers CMXRos and Deep-Red stained zebrafish larval skin cells. a, b, c, indicate “Zoom in” area of mito-tracker deep-red image to show details of mitochondrial fragmentation phenotype in HRAS expressing skin PNCs. Scale bar = 10 µm. **B** Electron microscope image of a mitochondrion in normal skin cells of zebrafish larva. **C** Electron microscope image of mitochondria in HRAS expressing skin PNC of zebrafish larva. **D** Quantification showing increased number of mitochondrial fragments in PNCs (Mann-Whitney test, *p* = 0.0087, 3 experiments, animal *n* ≥ 8) **E** Quantification showing decreased mitochondrial fragment size in PNCs (Mann Whitney test, median, *p* < 0.0001) **F** Quantification showing decreased mitochondrial membrane potential in PNCs (unpaired *t* tests, 24 hpi; 2 experiments, animal *n* ≥ 6, *p* = 0.004; 8 hpi *n* ≥ 3, *p* = 0.0099).

Increased mitochondrial fission has been linked to mitochondrial damage repair and reduced membrane potential and this could explain the reduced mitochondrial respiratory reserve that we detected [30, 31]. We took advantage of two MitoTracker dyes with different sensitivities to mitochondrial membrane potential [32]. While the MitoTracker-DeepRedFM is insensitive to mitochondrial membrane potential and labelled each mitochondrion in its entirety (Fig. 3A, a, b, c), the mitochondrial membrane potential dependent dye, MitoTracker Red CMXRos, was much fainter and occasionally missing from mitochondria in PNCs compared to MitoTracker-DeepRedFM (Fig. 3A). Co-localization analysis of the two MitoTrackers showed a reduced membrane potential in PNCs as early as 8 hpi (Fig. 3A, F) and this reduction was maintained at 24 hpi (Fig. 3A, F) corroborating reduced mitochondrial maximum respiration that we observed.

### Drp1/Dnml1 inhibitor mdivi blocks mitochondrial fragmentation and induces PNC apoptosis

It has been reported previously that the small GTPase Drp1 (called dnml1 in zebrafish) drives mitochondrial fragmentation in cancer cells carrying oncogenic RAS mutations in vitro [19, 31]. 

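The gene of the GTPase Drp1, which constricts mitochondria at sites of division, is named dnm1l in the gene table (ENSDARG00000015006). In PNCs at 24 hpi dnm1l was expressed at 24.7 ± 0.875 CPM, against 8.47 ± 0.235 CPM in CAAX basal keratinocytes (mean ± SD, n = 2 libraries per group). This is a log2 fold change of 1.55 (standard error 0.19, adjusted p = 0.000929 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the increase was 1.54 in time course a and 1.52 in time course b. At least 1 dnm1l UMI was found in 37.6% of PNCs of replicate 1 (exact 95% binomial interval 33.7 to 41.7) and in 53.4% of replicate 2 (49.6 to 57.3), at median depths of 16635 and 30560 UMIs per cell. In the controls the shares were 8.35% (6.35 to 10.7) and 15.5% (13.2 to 18.1), at median depths of 12086 and 22943 UMIs. After each cell had been thinned to 5000 UMIs the shares were 13.4% (10.6 to 16.5) and 14.6% (11.9 to 17.7) of PNCs and 4.04% (2.57 to 5.99) and 2.66% (1.67 to 4.00) of control cells, leaving out 41, 67, 89 and 34 shallower cells. These intervals cover counting error only. Neutrophils from the same tubes had a dnm1l UMI in 15.4% to 39.6% of cells at 24 hpi, at median depths of 6067 to 12717 UMIs, and in 12.9% to 17.0% of thinned cells, and no cell type of these samples is known to lack the gene. The mean normalised log value that the authors give per cell was 0.206 and 0.175 in PNCs and 0.0519 and 0.0352 in control cells. Within single clusters of the authors the gene did not pass the test, with a log2 fold change of 0.94 in Basal Krt 3 (adjusted p = 0.0889) and 0.94 in Basal Krt 2 (adjusted p = 0.104; 5.2e-07 to 0.104 over all alternatives, in edgeR's or DESeq2's fit).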

Using previously generated single-cell RNA sequencing data (Elliot et al. unpublished) we found that *dnml1* was indeed up-regulated in PNCs at 24hpi (Fig. 4A). 

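In PNCs at 24 hpi, 3 of 13 genes of mitochondrial fission tested rose and none fell. mtfr2 (ENSDARG00000060394) rose from 3.71 ± 1.71 to 15.9 ± 0.502 CPM and mtfr1l (ENSDARG00000003940) from 8.97 ± 1.63 to 15.9 ± 1.36 CPM (mean ± SD, n = 2 libraries per group, CAAX controls first), both of the family of mitochondrial fission regulators. Their relative mtfr1 (ENSDARG00000045304) was at 4.34 ± 0.386 and 6.53 ± 0.720 CPM, which did not pass the test. fis1 (ENSDARG00000114549), a receptor of the outer membrane, was at 27.7 ± 1.27 CPM in controls and 19.4 ± 2.50 CPM in PNCs, which did not pass either. Together 10 fission genes did not pass, and the counts were the same when adjusted over the list alone. Lower at an unadjusted p under 0.05 in edgeR was 1 gene, fis1, and by DESeq2 none was lower. The log2 fold change was 2.19 for mtfr2 (standard error 0.33, adjusted p = 0.00191), 0.84 for mtfr1l (standard error 0.23, adjusted p = 0.0221), 0.59 for mtfr1 (standard error 0.26, adjusted p = 0.109) and -0.52 for fis1 (standard error 0.19, adjusted p = 0.0589) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Camera with its preset correlation gave the list an adjusted p = 0.373, and fry an adjusted p = 0.0551 upward. The fit with the time course as a block called fis1 lower (-0.53, adjusted p = 0.0174; 0.0174 to 0.746 over all alternatives), as did limma-voom and thinned libraries, while scaling by library totals alone put fis1 at 0.08 and called mtfr1 higher. mtfr1l lost its call without CAAX replicate 2 or either HRAS replicate, mtfr2 was at 0.30 within Basal Krt 3 alone, and mtfr1 was at -0.01 in cells without a UMI of any gene of the G2/M phase. Of the list, 2 genes rose with a fold of at least 1.5 and with epidermal SC cells added. Among cells without a G2/M UMI and at 10000 to 20000 UMIs 1 rose, and none within Basal Krt 3 or Basal Krt 2 alone.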

Alongside *dnml1* we also saw upregulation of other mitochondrial fission proteins such as *fis1, mtfr1, mtfr1l, mtfr2* [33, 34] (Fig. 4B). Conversely, one of the key mitochondrial outer membrane fusion proteins *mfn1b* is down regulated [18] (Fig. 4B). Thus, gene expression changes amongst mitochondrial dynamic regulators support enhanced mitochondrial fission that we saw. 

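mfn1b (ENSDARG00000079219), a mitofusin that joins outer membranes, fell from 14.5 ± 1.14 CPM in CAAX basal keratinocytes to 7.20 ± 0.924 CPM in PNCs (mean ± SD, n = 2 libraries per group). Also lower were chchd3a, from 56.3 ± 11.8 to 23.8 ± 1.43 CPM, and chchd3b, from 26.9 ± 2.59 to 13.0 ± 3.02 CPM, paralogs whose product belongs to the complex that holds cristae junctions. opa1 (ENSDARG00000070801), the GTPase that fuses inner membranes, was at 13.8 ± 0.281 CPM in controls and 19.5 ± 2.26 CPM in PNCs, which did not pass the test. The log2 fold change was -1.02 for mfn1b (standard error 0.22, adjusted p = 0.00961), -1.24 for chchd3a (standard error 0.20, adjusted p = 0.00294), -1.06 for chchd3b (standard error 0.22, adjusted p = 0.00852) and 0.50 for opa1 (standard error 0.20, adjusted p = 0.0778, 0.0291 with the time course as a block and 0.00353 to 0.635 over all alternatives) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 3 that fell, mfn1b alone acts in fusion itself. Of 10 genes on the fusion list, these 3 fell, none rose and 7 did not pass, also when adjusted over the list alone. Higher at an unadjusted p under 0.05 in edgeR was 1 gene, opa1, and by DESeq2 none was higher. By camera with its preset correlation the list had an adjusted p = 0.817, and by fry an adjusted p = 0.0769 downward. In edgeR's fit mfn1b did not pass without HRAS replicate 2 (adjusted p = 0.0565; 0.00109 to 0.864 over all alternatives), nor when a fold of at least 1.5 was required (adjusted p = 0.0572), nor with library totals as the only scaling (-0.41, adjusted p = 0.163), under which 4 genes of the list were higher and chchd3a alone was lower. chchd3b was at 0.36 within the cluster Basal Krt 2 alone. Within Basal Krt 3 or Basal Krt 2 alone no gene of the list, of 10 and 6 tested, was called lower.

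**Figure D2:**
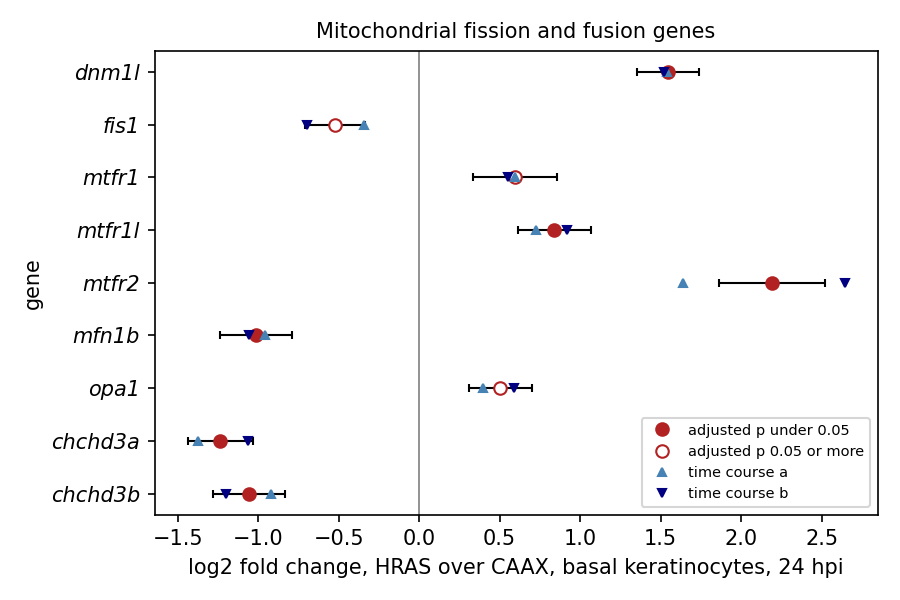
Log2 fold change of HRAS over CAAX basal keratinocytes at 24 hpi (horizontal axis) for genes of mitochondrial fission and fusion (vertical axis). Circles give edgeR's estimate with its standard error, filled where the adjusted p is under 0.05, and triangles give the ratio within each time course; mfn1b lies at -1.02 and opa1, with an open circle, at 0.50.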

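Taking the 7 genes of the heatmap in Fig. 4B together, dnm1l, mtfr2 and mtfr1l rose, mfn1b fell, and mtfr1, fis1 and opa1 did not pass the test (4 rose and 2 fell when adjusted over these genes alone, and 5 were higher and none lower with library totals as the only scaling). The caption of Fig. 4B gives a false discovery rate under 0.05 on these samples, so that their count is not independent evidence of a direction. In all 7 genes both time courses moved the same way, by log2 ratios of 1.64 and 2.64 for mtfr2 and of -0.34 and -0.70 for fis1. From higher expression of genes that divide mitochondria and lower expression of a gene that fuses them, the paper takes these changes as support for the enhanced fission that it saw.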

The increased mitochondrial fission has been shown to be required for RAS mutant tumour formation in a xenograft model [19, 31]. Therefore, we speculated that mitochondrial fission might be necessary for PNC initial development. To test whether reversing the mitochondrial fission phenotype might negatively impact on PNC development, we utilized a Drp1/Dnml1 inhibitor mdivi, which has been used in multiple models to reverse Drp1/Dnml1 mediated mitochondrial fission phenotype [35, 36]. Due to its ability of reduce pathological mitochondrial fission and protection from cell death in degenerative diseases, mdivi holds promise in the treatment of neuro-degenerative diseases and is safe for human use [36]. Mdivi has also been shown to enhance cancer cell death through inhibiting Drp1 [37]. In zebrafish, mdivi has previously been show to protect hair cells from cisplatin induced death [38]. When we treated PNC bearing larvae with mdivi, we could reduce the mitochondrial fragmentation of PNC in vivo within 2 h of treatment (Fig. 4B, C, D).

**Fig. 4:**
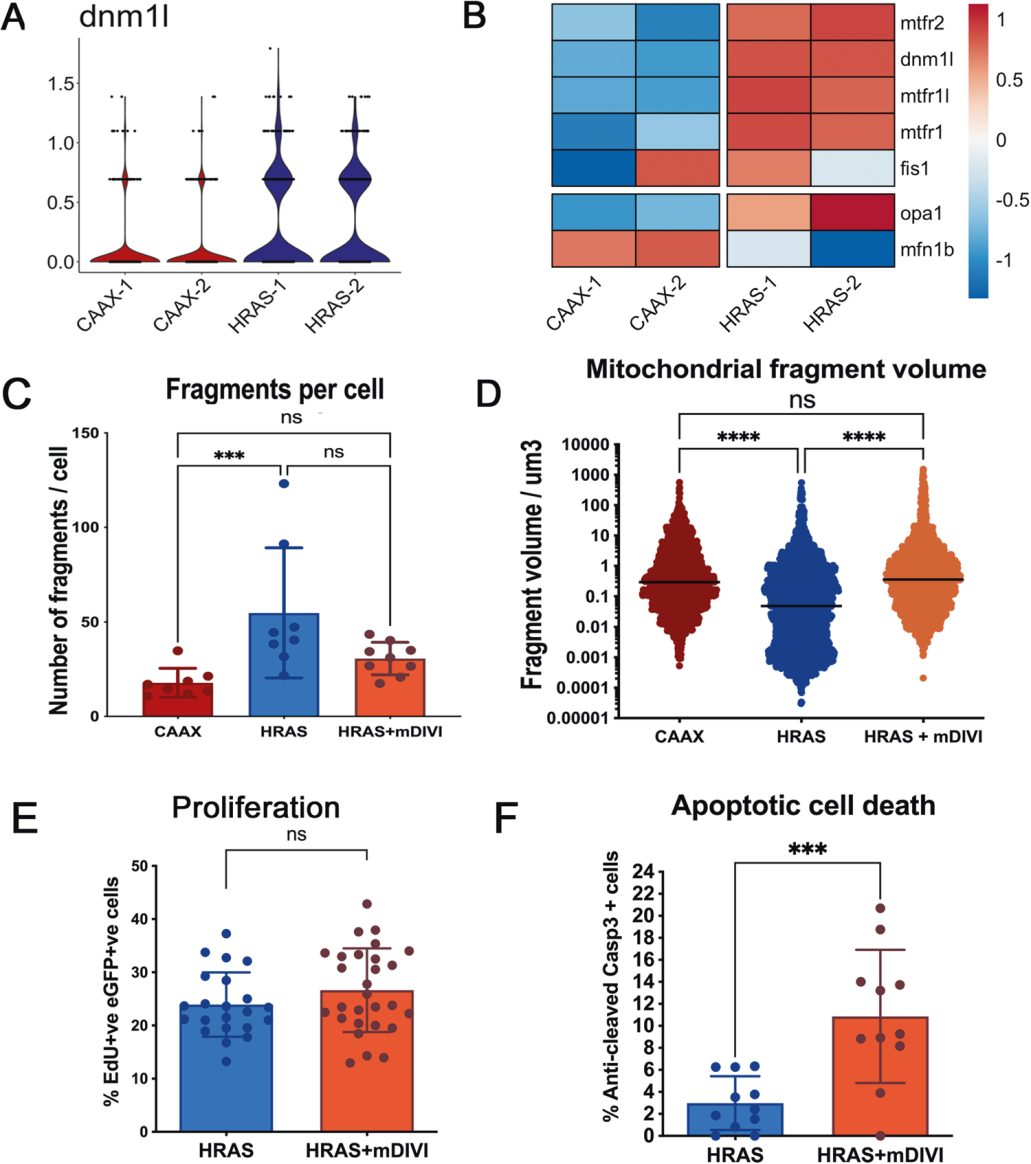
mdivi suppression of Drp1/Dnml1 blocks mitochondrial fission and induces PNC apoptosis. **A** Violin plot, depicting normalized expression of *dnml1* in single-cell RNA sequencing dataset, shows that *dnml1* is up-regulated in PNCs vs. CAAX control keratinocytes. **B** Pseudobulk differential expression analysis of single-cell RNA sequencing data, showing genes related to mitochondrial fission and fusion in HRAS PNCs vs. control keratinocytes at 24 hpi. Heatmap depicts log fold-change (EdgeR, *n* = 2, FDR < 0.05). **C** Quantification showing increased mitochondrial fragmentation can be reversed by mdivi treatment (Kruskal-Wallis test with Dunn’s multiple comparisons, *p* = 0.001, 3 experiments, animal *n* ≥ 8) **D** Quantification showing reduced size of mitochondrial fragments can be reversed by mdivi treatment (Kruskal-Wallis test with Dunn’s multiple comparisons, *p* < 0.0001) **E** Quantification showing mdivi does not alter PNC proliferation (unpaired *t* test, *p* = 0.1889, *n* ≥ 22). **F** quantification showing mdivi induced PNC apoptosis (mean +/− SD, Mann-Whitney test, *p* = 0.001, 2 experiments, animal *n* = 11).

Using mdivi treatment to reverse mitochondrial fragmentation, we found that PNC proliferation remained unaltered (Fig. 4E), but we did detect significantly increased apoptotic cell death of PNCs (Fig. 4F). These data suggest that oncogenic RAS expressing PNCs undergo metabolic adaption through Dnml1 mediated mitochondrial fission and that this is required for PNC survival. Moreover, we show how this could be efficiently targeted by small molecule mdivi for therapeutic PNC elimination.

In summary, our studies have established an enabling role for rapid metabolic adaption in cells that switch on RAS mediated oncogenic pathways, by promoting their survival and expansion in vivo at the preneoplastic stage. We show that “Warburg metabolism” is required for PNC hyper-proliferation, oncogenic RAS driven PNCs appear to have an enhanced ability in using glucose, reducing their ability to use glucose through hk inhibition could limit their rapid expansion. Although much higher doses of hk inhitor can block PNC proliferation, similar doses started to affect normal cell growth, which indicate a complete block of glucose usage is not a viable approach for PNC elimination. However, increased availability of glucose in vivo further promotes PNC proliferation, and which in turn maximises their expansion. The excess glucose resource mediated PNC hyper-proliferation might provide a mechanism linking dietary high sugar intake to cancer incidence that has been observed in humans [39, 40]. We also find that a rapid change in mitochondrial dynamics and function, is required for PNC survival during their rapid proliferative expansion. These mitochondrial dynamics change was previously linked to altered OXPHOS capacity in RAS expressing tissue cultured cells, in which oncogenic RAS expression leads to reduced OCR in Primary mouse embryonic fibroblasts (MEFs) [19]. Although, due to technical limitations, we cannot isolate keratinocytes and culture them in vitro to confirm that RAS-expressing PNCs are the source of OCR and ECAR changes detected from a whole larva, similar metabolic changes were previously reported to be included in tissue-cultured cells upon oncogenic RAS expression [19]. Our data suggest that within a normal physiological tissue environment, the activation of oncogenic RAS-driven PNC exhibits similar metabolic adaptation through mitochondrial fission. This is futher supported by gene expression analysis, showing changes in the expression of Oxidative Phosphorylation and glycolytic genes in PNCs. 

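Between the glycolytic and the respiratory genes stand those that bring pyruvate into the tricarboxylic acid cycle and those of the cycle itself, some of which differed between PNCs and CAAX controls at 24 hpi. Of 11 genes of pyruvate dehydrogenase and its regulators, 2 rose, 3 fell and 6 did not pass the test, also when adjusted over the list alone (4 rose and 4 fell with the time course as a block, dldh, pdhb and pdp2 being called in addition, and 6 rose and 3 fell with library totals as the only scaling). The pair that rose were subunits of the enzyme, dlat (log2 fold change 0.61) and pdha1a, and those that fell were the inhibitory kinases of the enzyme. Camera gave this list an adjusted p = 0.840 with its preset correlation, and an adjusted p = 0.930 with an estimated correlation. Of 23 genes of the cycle 9 rose, 1 fell and 13 did not pass, also when adjusted over the list alone (11 rose and 2 fell with the block). idh3a, a subunit of isocitrate dehydrogenase, rose from 24.1 ± 0.497 to 76.3 ± 4.65 CPM (mean ± SD, n = 2 libraries per group, controls first). The log2 fold change was 1.67 for idh3a (adjusted p = 0.000425) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene that fell, suclg2 (log2 fold change -0.72), encodes a subunit of a succinate-CoA ligase, was named after its value was seen and lost its call when any 1 library was left out. Camera with its preset correlation put the cycle's genes upward with an adjusted p = 0.032, and with an adjusted p = 0.557 with an estimated correlation. Of 74 mitochondrial ribosomal proteins, which translate the subunits encoded by mitochondrial DNA, 41 rose and 33 did not pass (43 rose when adjusted over the list alone), with mrps24 at 1.44. Camera put this list upward with an adjusted p = 2.8e-09 with its preset correlation and an adjusted p = 0.418 with an estimated correlation. By fry the adjusted p was 0.0168 upward.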

Although it remains to be determined as to how oncogenic RAS drives a rapid complex I deficiency. We confirmed that the reduced complex I function in RAS driven PNCs can be exploited for their suppression, similar to previous reports that cells with complex I deficiency are more sensitive to complex I inhibition treatment [19–21]. Importantly, we provide evidence that the metabolic adaptation pathways might be targeted to selectively eliminate PNC through re-purposing currently available drugs, thus providing possible effective tumour prevention strategies for humans with RAS driven cancer predisposition syndromes [41].

## Materials and methods

### Transgenic Zebrafish strains

The zebrafish lines used in this study include Tg(krtt1c19e::KalTA4-ER^T2^; cmlc2::eGFP)^ed201^ (hereafter K19 Gal4 driver) primarily drives basal keratinocytes. Tg(krt4::KalTA4-ER^T2^; cmlc2::eGFP)^ed202^ (hereafter K4 Gal4 driver) primarily expressed in superficial keratinocytes [10] Tg(UAS::eGFP-HRAS^G12V^; cmlc2::eGFP)^ed203^ (hereafter UAS:RAS) [11]. Tg(UAS::eGFP-CAAX; cmlc2::eGFP)^ed204^ (hereafter UAS:CAAX) [11].

### Zebrafish maintenance and breeding

Adult zebrafish were maintained in the Bioresearch & Veterinary Services (BVS) Aquatic facility in the Queen’s Medical Research Institute, The University of Edinburgh. Housing conditions were described in the Zebrafish Book (Westerfield, 2000) with 14/10 h light/dark cycle and water temperature of 28.5 °C. Adult K19 Gal4 or K4 Gal4 driver fish were set for pair mating with either UAS:RAS or UAS:CAAX fish in pair mating tanks. Next morning, the fertilized embryos were collected within 2 h of removing dividers to ensure synchronous development. The embryos were maintained in 90 mm petri dishes (maximum of 50 embryos/dish) containing 0.3× Danieau’s solution (17.40 mM NaCl, 0.21 mM KCl, 0.12 mM MgSO_4_•7H_2_O, 0.18 mM Ca(NO_3_)_2_, 1.5 mM HEPES), in a 28.5 °C incubator.

All experiments were conducted with local ethical approval from The University of Edinburgh and in accordance with UK Home Office regulations (Guidance on the Operations of Animals, Scientific Procedures Act, 1986) under the authority of the Project Licence PEE579666.

### Zebrafish skin Preneoplastic cell induction and drug treatment

The detailed induction protocol has been described previously [10]. In brief, the induction solution consisted of 0.3× Danieau’s solution with 5 µM 4-OHT and 0.5% DMSO to enhance penetration of 4-OHT. A 10 mM stock of 4-OHT dissolved in 96% ethanol was stored at −20 °C protected from light. At 48 h post-fertilisation (hpf), selection marker positive (green heart) larvae were transferred to petri dishes containing 20 ml 4-OHT induction solution, at 50 larvae per dish. The larvae were then maintained at 28.5 °C in the dark. For Oxygen consumption rate (OCR) and glycolysis analysis using Seahorse ® analyser, the larvae were anaesthetised with 55 mg/L eugenol (Sigma) at 22 h post-induction (hpi), and screened. From the same clutch, larvae with GFP positive skin cells were collected as pre-neoplastic cell (PNC) group, and larvae with GFP negative skin were collected as Wild Type (WT) siblings. For drug treatment, larvae were screened at 8hpi, and positive larvae from CAAX group were used as controls. The sorted embryos carrying PNCs were randomly placed in fresh 4-OHT induction solution with appropriate drugs or vehicle control. IACS-010759 (Selleckchem, Catalog No.S8731) were used at 1 uM, metformin (Sigma-Aldrich, Product number: 31724) 50 uM, mdivi 1 µM (Sigma-Aldrich, product number: 475856) in induction solution.

### Zebrafish larvae wholemount Seahorse ® Flux analysis for oxygen consumption rate (OCR) and extra cellular acidification rate (ECAR)

Oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were measured using the Seahorse XFe24 Extracellular Flux Analyser (Agilent Technologies). 4-OHT treated embryos at 24 hpi were anaesthetised by treating with 55 mg/L eugenol (Sigma), screened, and loaded into an islet capture plate (Agilent Technologies) (1 embryo/well) in a randomised order. Islet capture screens were added to keep embryos in position. A final volume of 525 μl 0.3x Danieau’s Solution was added to each well. The plate was then loaded into the XFe24 analyser. Experiments were carried out at approximately 27 °C (+/−1 °C). Reagents used for manipulating glycolysis and respiration were obtained and used at final concentrations as follows; 2-Deoxyglucose (100 mM) was used for inhibiting glycolysis (and associated ECAR) and was obtained from the Seahorse XF Glycolytic Rate Assay Kit (Agilent Technologies 103344-100. FCCP (5 µM) was used to reveal maximal respiratory capacity (and associated OCR) by uncoupling mitochondrial respiration. Antimycin/Rotenone (2 µM/2 µM) was used to abolish respiration (for subtraction of non-respiratory OCR). FCCP, Antimycin and Rotenone were obtained from the Seahorse XF Cell Mito Stress Test Kit (Agilent technologies 103015-100). Note: Oligomycin were tested but fail to penetrate zebrafish larvae and did not provide any meaningful reading. For calculating glycolytic flux, baseline ECAR was measured six times prior to addition of 2-deoxyglucose. Glycolytic ECAR was revealed by the drop in ECAR subsequent to the addition of 2-deoxyglucose. In the glycolysis test, FCCP was added two measurements after, to estimate maximal respiration using the parallel OCR measurements. ECAR rise post 2-deoxyglucose and FCCP treatments are not considered glycolytic flux, and reflect other acidification phenomena including respiratory CO_2_ production.

For focused respiration tests, four baseline OCR measurements were taken, prior to addition of FCCP. Four measurements were taken after FCCP, prior to addition of Antimycin and Rotenone. A further eight measurements were taken after respiratory inhibition to allow time for OCR to drop. Maximal respiration was calculated by subtracting the Antimycin/Rotenone inhibited OCR from the peak FCCP stimulated OCR (after FCCP). Post run analysis was completed using Agilent Seahorse Wave software (Version2.6) and Prism 9.

### In vivo MitoTracker staining and imaging

4-OHT treated larvae were selected for positive signal in skin cells at either 8hpi or 24hpi and then incubated with 500 nM MitoTracker Red CMXRos (Thermo Fisher Scientific M7512) and 500 nM MitoTracker Deep Red FM (Thermos Fisher Scientific M22426) in 1.5 ml Eppendorf tubes for 30 min at 28.5 °C in the dark followed by washing 3 times with 0.3x Danieau’s solution for 30 s. For mDIVI treatment experiments, embryos were treated two hours prior to staining. After washing, larvae were immediately embedded in 0.8% low melting temperature agarose in glass-bottom dishes for confocal imaging.

### Zebrafish larval EdU (5-ethynyl-2′-deoxyuridine, a nucleoside analog of thymidine) incorporation and staining

4-OHT induced larvae were selected for positive signal at 8hpi, and if required appropriate drugs were added to fresh 4-OHT induction solution for further treatment. 2 nl EdU solution (10 mM) was injected into the yolk of individual larva and after 2.5 h incubation, if required 24 hpi, larvae were fixed with 4% PFA for 30 min at room temperature. EdU staining was carried out using the Click-iTTM Plus Edu Alexa FluorTM 647 Imaging Kit (Thermo Fisher Scientific, C10640) following manufacturers instructions. In brief, larvae were washed thrice in PBS containing 0.5% Triton X-100 (PBST) for 5 min, and blocked with PBST containing 3% (w/v) Bovine Serum Albumin (Sigma-Aldrich, Gillingham, UK) for 1 h. This was followed by 30 min incubation with the Click-it Plus reaction cocktail using 250 µl of reaction cocktail per 10 larvae. Following EdU labelling, larvae were washed thrice with PBST for 5 min and re-blocked with PBST containing 5% (v/v) Goat Serum (Sigma-Aldrich, Gillingham, UK) for 2 h. eGFP immunostaining was performed with rabbit monoclonal anti-GFP antibody (1:200; cat. 2956, Cell Signaling Technology, London, UK) and Alexa Fluor 488 Goat anti-Rabbit secondary antibody (1:250; A-11008, Invitrogen, Fisher Scientific, Loughborough, UK) as described (van den Berg et al., 2019). Stained larvae were stored at 4 °C in a glycerol based antifadent mountant (AF1, CitiFluor, Hatfield, PA, USA) until mounted for imaging.

### Wholemount immunostaining for activated-caspase-3

Larvae were fixed in 4% PFA for 2 h at room temperature followed by incubation in MeOH overnight at −20 °C. Larvae were gradually re-hydrated at room temperature before washing thrice with 0.1% PBST for 5 min and then incubated in blocking solution for 2 h with gentle shaking. This was followed by overnight incubation with the primary antibody (Purified Rabbit Anti-active caspase 3 (BD 559565) 1:200 in Block solution) at +4 °C with shaking. The following day, larvae were washed 6 × 20 min with 0.1%PBT at room temp with shaking, followed by incubation for 2 h in secondary antibody (Alexa Fluor 633 goat anti-rabbit IgG (H + L) (Invitrogen A21071) in block solution). The larvae were washed 3 × 15 min in 0.1% PBT at room temperature. Following staining, larvae were stored in Citi Fluor at +4 °C before mounting for confocal imaging.

### Confocal imaging

All images for fixed samples apart from the whole-body imaging for IACS-010759 treated larvae, were acquired with Leica confocal SP8, using HCX PL APO 40x water immersion objective lens. Live imaging for MitoTracker were carried out using HCX PL APO 63x glycerol immersion objective lens. Appropriate lasers and collection gates were selected according to excitation and emission wavelength for each fluorophore. IACS-010759 treated larvae were imaged using Opera Phenix Plus (Revvity) with 20x water objective (NA 1.0). High throughput was achieved using ZF plates (Funakoshi).

### Image data analysis

Confocal SP8 image data analyses were carried out using IMARIS 8.2 or IMARIS 9.0. Percentage of EdU or active caspase-3 positive cells within GFP positive cells were manually counted, sample were blinded prior to counting. Images from MitoTracker Deep Red FM staining channel were used for mitochondrial morphology assessments. First, isolation of PNCs or CAAX clones in GFP channel using the “Surfaces” feature. Mask MitoTracker channel outside “Surface” to generate a MitoTracker channel specific within GFP^+^ cells. Isolation of mitochondrial fragments using the “Surfaces” feature based on absolute intensity of the masked MitoTracker channel. Use of resulting Surface statistics to report mitochondrial fragment number and size. Confocal images for PNC progression in metformin treated larvae were quantified using Volocity 6.3 (Perkin Elmer), PNC fluorescent areas (µm) per standard field of view were measured through thresholding object detection function. Opera acquired images were analysed using Harmony 5.1 software (Revvity). Whole body GFP^+^ cells were normalised to body size to estimate total PNC number per fish. Fish with large parts of their body missing due to automated image acquisition process were excluded from the analysis.

### Statistical analysis

Statistical analysis was done using Prism9 (GraphPad). Sample size for each comparison was determined using G* Power [42]. ECAR and OCR trace data were analysed using Two-way ANOVA with Sidak multiple comparison tests at each measuring cycle. ECAR measurements after 2-DG addition and OCR measurements after FCCP addition were also analysed using unpaired *t* test. For all other graphs, when comparing two groups unpaired *t* tests were used for samples with equal SD or Mann Whitney test was used for samples with different SD. For mitochondrial fragments and volume comparison this included the CAAX, HRAS and HRAS+mdivi groups, Kruskal-Wallis test with Dunn’s multiple comparisons were performed.

### Gene expression analysis

Single-cell RNA sequencing data from Elliot et al. (GEO accession number: GSE232900). was re-analysed to obtain a comparison of HRAS expressing PNCs and CAAX expressing control basal keratinocytes. Cells from 24 hpi samples labelled “Basal Keratinocyte” or “PNC” were grouped by sample and their raw counts were summed across cells to represent “pseudobulk” RNA sequencing samples. Normalisation and differential expression analysis (glmQLFitTest) were carried out using edgeR [43–45]. Gene-set enrichment analysis [46–48] was carried out upon the differential expression results using gene-sets obtained from the *Danio rerio* (26246) Gene Ontology database [46, 47].

### Supplementary information

Supplemental figure legends

Supplemental figure 1

Supplemental figure 2

## References

[1] Warburg O (1925). The metabolism of carcinoma cells. J Cancer Res.

[2] Weinhouse S, Warburg O, Burk D, Schade AL (1956). On respiratory impairment in cancer cells. Science (80-).

[3] Heiden MGV, Cantley LC, Thompson CB (2009). Understanding the warburg effect: the metabolic requirements of cell proliferation. Science (80-).

[4] Liberti MV, Locasale JW (2016). The Warburg effect: how does it benefit cancer cells?. Trends Biochem. Sci..

[5] Stine ZE, Schug ZT, Salvino JM, Dang CV (2021). Targeting cancer metabolism in the era of precision oncology. Nat Rev Drug Discov.

[6] Rozhok AI, DeGregori J (2015). Toward an evolutionary model of cancer: considering the mechanisms that govern the fate of somatic mutations. Proc Natl Acad Sci USA.

[7] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[8] Weinberg SE, Chandel NS (2014). Targeting mitochondria metabolism for cancer therapy. Nat Chem Biol.

[9] Anderson GR, Wardell SE, Cakir M, Yip C, Ahn YR, Ali M (2018). Dysregulation of mitochondrial dynamics proteins are a targetable feature of human tumors. Nat Commun.

[10] Ramezani T, Laux DW, Bravo IR, Tada M, Feng Y. Live imaging of innate immune and preneoplastic cell interactions using an inducible Gal4/UAS expression system in larval zebrafish skin. J. Vis. Exp. 10.3791/52107 (2015).10.3791/52107PMC435460825741625

[11] Myllymäki H, Astorga Johansson J, Grados Porro E, Elliot A, Moses T, Feng Y (2021). Metabolic alterations in preneoplastic development revealed by untargeted metabolomic analysis. Front Cell Dev Biol.

[12] Nicholls DG, Darley-Usmar VM, Wu M, Jensen PB, Rogers GW, Ferrick DA. Bioenergetic profile experiment using C2C12 myoblast cells. J. Vis. Exp. 10.3791/2511. (2010).10.3791/2511PMC315964421189469

[13] Elliot, A.M., Bravo, I.R., Johansson, J.A., Hutton, E., Cunningham, R., Myllymäki, H, et al. Oncogenic RAS drives rapid onset cellular plasticity and elicits a tumour-promoting neutrophil response at the inception of preneoplastic development. bioRxiv. 2023. 10.1101/2023.11.10.566547.

[14] Floridi A, Paggi MG, D’Atri S, De Martino C, Marcante ML, Silvestrini B (1981). Effect of lonidamine on the energy metabolism of ehrlich ascites tumor cells. Cancer Res.

[15] Heiden Vander MG, Lunt SY, Dayton TL, Fiske BP, Israelsen WJ, Mattaini KR (2011). Metabolic pathway alterations that support: cell proliferation. Cold Spring Harb Symp Quant Biol.

[16] Hsu PP, Sabatini DM (2008). Cancer cell metabolism: Warburg and beyond. Cell.

[17] Viale A, Pettazzoni P, Lyssiotis CA, Ying H, Sánchez N, Marchesini M (2014). Oncogene ablation-resistant pancreatic cancer cells depend on mitochondrial function. Nature.

[18] Santetl A, Frank S, Gaume B, Herrler M, Youle RJ, Fuller MT (2003). Mitofusin-1 protein is a generally expressed mediator of mitochondrial fusion in mammalian cells. J Cell Sci.

[19] Serasinghe MN, Wieder SY, Renault TT, Elkholi R, Asciolla JJ, Yao JL (2015). Mitochondrial division is requisite to RAS-induced transformation and targeted by oncogenic MAPK pathway inhibitors. Mol Cell.

[20] Birsoy K, Possemato R, Lorbeer FK, Bayraktar EC, Thiru P, Sabatini DM (2014). Metabolic determinants of cancer cell sensitivity to glucose limitation and biguanides. Nature.

[21] Matsuzaki S, Humphries KM (2015). Selective inhibition of deactivated mitochondrial complex i by biguanides. Biochemistry.

[22] Bridges HR, Jones AJY, Pollak MN, Hirst J (2014). Effects of metformin and other biguanides on oxidative phosphorylation in mitochondria. Biochem J.

[23] Bosi E (2009). Metformin – the gold standard in type 2 diabetes: what does the evidence tell us?. Diabetes Obes Metab.

[24] Wang Q-L, Santoni G, Ness-Jensen E, Lagergren J, Xie S-H (2020). Association between metformin use and risk of esophageal squamous cell carcinoma in a population-based cohort study. J Am Coll Gastroenterol | ACG.

[25] Wheaton WW, Weinberg SE, Hamanaka RB, Soberanes S, Sullivan LB, Anso E (2014). Metformin inhibits mitochondrial complex I of cancer cells to reduce tumorigenesis. Elife.

[26] Evans JMM, Donnelly LA, Emslie-Smith AM, Alessi DR, Morris AD (2005). Metformin and reduced risk of cancer in diabetic patients. BMJ.

[27] Zhao H, Swanson KD, Zheng B (2021). Therapeutic repurposing of biguanides in cancer. Trends Cancer.

[28] Anderson NM, Qin X, Finan JM, Lam A, Athoe J, Missiaen R (2021). Metabolic enzyme DLST promotes tumor aggression and reveals a vulnerability to OXPHOS inhibition in high-risk neuroblastoma. Cancer Res.

[29] Sauvanet C, Duvezin-Caubet S, di Rago JP, Rojo M (2010). Energetic requirements and bioenergetic modulation of mitochondrial morphology and dynamics. Semin Cell Dev Biol.

[30] Youle RJ, Van Der Bliek AM (2012). Mitochondrial fission, fusion, and stress. Science (80-).

[31] Kashatus JA, Nascimento A, Myers LJ, Sher A, Byrne FL (2015). Erk2 phosphorylation of Drp1 promotes mitochondrial fission and MAPK-driven tumor growth. Mol Cell.

[32] Chazotte B (2011). Labeling mitochondria with mitotracker dyes. Cold Spring Harb Protoc.

[33] Mishra P, Chan DC (2014). Mitochondrial dynamics and inheritance during cell division, development and disease. Nat Rev Mol Cell Biol.

[34] Monticone M, Panfoli I, Ravera S, Puglisi R, Jiang MM, Morello R (2010). The nuclear genes Mtfr1 and Dufd1 regulate mitochondrial dynamic and cellular respiration. J Cell Physiol.

[35] Cassidy-Stone A, Chipuk JE, Ingerman E, Song C, Yoo C, Kuwana T (2008). Chemical inhibition of the mitochondrial division dynamin reveals its role in Bax/Bak-dependent mitochondrial outer membrane permeabilization. Dev Cell.

[36] Manczak M, Kandimalla R, Yin X, Hemachandra Reddy P (2019). Mitochondrial division inhibitor 1 reduces dynamin-related protein 1 and mitochondrial fission activity. Hum Mol Genet.

[37] Courtois S, de Luxán-Delgado B, Penin-Peyta L, Royo-García A, Parejo-Alonso B, Jagust P (2021). Inhibition of mitochondrial dynamics preferentially targets pancreatic cancer cells with enhanced tumorigenic and invasive potential. Cancers.

[38] Varg JW, Walker SN, Gopal SR, Deshmukh AR, McDermott BM, Alagramam KN (2017). Inhibition of mitochondrial division attenuates cisplatin-induced toxicity in the neuromast hair cells. Front Cell Neurosci.

[39] Hur J, Otegbeye E, Joh HK, Nimptsch K, Ng K, Ogino S (2021). Sugar-sweetened beverage intake in adulthood and adolescence and risk of early-onset colorectal cancer among women. Gut.

[40] Liu, C, Zheng, S, Gao, H, Yuan, X, Zhang, Z, Xie, J, et al. Causal relationship of sugar-sweetened and sweet beverages with colorectal cancer: a Mendelian randomization study. Eur. J. Nutr. 1–5. 10.1007/S00394-022-02993-X/FIGURES/1 (2022).10.1007/s00394-022-02993-x36040623

[41] Gross AM, Frone M, Gripp KW, Gelb BD, Schoyer L, Schill L (2020). Advancing RAS/RASopathy therapies: an NCI-sponsored intramural and extramural collaboration for the study of RASopathies. Am J Med Genet Part A.

[42] Faul F, Erdfelder E, Lang AG, Buchner A (2007). G*Power 3: a flexible statistical power analysis program for the social, behavioral, and biomedical sciences. Behav Res Methods.

[43] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[44] McCarthy DJ, Chen Y, Smyth GK (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res.

[45] Chen Y, Lun ATL, Smyth GK, Burden CJ, Ryan DP, Khang TF (2016). From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. F1000Res.

[46] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA.

[47] Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J (2003). PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet.

[48] Carbon S, Douglass E, Good BM, Unni DR, Harris NL, Mungall CJ (2021). The gene ontology resource: enriching a gold mine. Nucleic Acids Res.

# Supplementary material for: Preneoplastic cells switch to Warburg metabolism from their inception exposing multiple vulnerabilities for targeted elimination
**Source:** Oncogenesis. 2024 Jan 25;13(1):7. doi: 10.1038/s41389-024-00507-4
**Supplement:** Supplementary file 1 — Supplemental figure legends

**Supplemental Material**

**Supplemental figure 1**

A. Trace annotation for Oxygen Consumption Rate measurement from Seahorse XF® Analyser, for data showed in main figure 2 A, B.

**Supplemental figure 2**

A. Graph shows quantification for anti-active-caspase 3 staining in CAAX cells from larvae treated with mDIVI, metformin, Glucose, showing CAAX cells are not affected by the treatments. (One-way ANOVA analysis with Dunnet’s multiple comparison, n≥9) B. Graph shows quantification for EdU positive CAAX cells in glucose treated larvae compared with untreated control and CAAX cells are not affected. Mann-Whitney test, n≥14, p>0.99. C Graph shows quantification for EdU positive CAAX cells in mdivi treated larvae compared with untreated control and CAAX cells are not affected. Mann-Whitney test, n≥14, p=0.1933. D. Graph shows quantification for EdU positive CAAX cells in metformin treated larvae compared with untreated control and CAAX cells are not affected. Unpaired *t* test, n≥11, p=0.3957. E. Graph shows quantification for EdU positive CAAX cells in lonidamine treated larvae compared with untreated control and CAAX cells are not affected. Unpaired *t* test, n≥12, p=0.1169.

How the deposited data were processed for this re-analysis (not part of the article)

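Single-cell RNA sequencing of sorted larval cells gave 6 libraries, of which 4 are of 24 hpi (HRAS replicates 1 and 2, CAAX replicates 1 and 2) and 2 of 8 hpi (1 of each condition). The table of all libraries holds 24505 cells and 19845 features, of which 19841 carry an Ensembl gene identifier and 4 are transgene features. Time course a was taken as replicate 1 and time course b as replicate 2. The submitters' processing notes name Cell Ranger (version not given in the sources used here) and the genome build GRCz11; the annotation of cells into types and clusters is the authors', by a method not given in the sources used here.

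The authors' count table, as deposited, holds expected counts in the sense that most values lie just below a whole number, as UMI counts less a small amount would, by a step not given in the sources used here. Of the values above 0, 0.249% were whole within 1e-09, 91.6% lay within 0.1 below a whole number, and the total was 0.729% below that of the next whole numbers. The analysis had been planned for raw counts, and the values were therefore rounded to whole numbers after they were summed per library and cell type. The authors' normalised table, as deposited, holds natural log (ln) values of 1 plus a depth-adjusted count per cell, made by the authors with a method not given in the sources used here. It was used only for the mean of dnm1l per cell.

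Counts were summed per library over all cells of the authors' type Basal Krt. No doublets were called or removed here, and whether the authors removed any is not given in the sources used here. The sums held 8328232 to 22674570 UMIs at 24 hpi, with medians of 12086 to 30560 UMIs per cell, and 23121704 (CAAX) and 5763387 (HRAS) UMIs at 8 hpi. The 24 hpi sums were compared between HRAS and CAAX, 2 libraries against 2, in R 4.3.3 with edgeR 4.0.16 (filterByExpr with its defaults, TMM, glmQLFit and glmQLFTest), and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 fold changes, CPM and their SD are from the same fit and the TMM-scaled library totals. Gene lists, comparisons, tests, the rule for naming genes and the alternatives were fixed before the data were examined. With at least 5 tested members, 51 lists were tested with camera of limma 3.58.1 on voom values (preset correlation 0.01, and with an estimated correlation), and with fry. With an estimated correlation camera rests on the few residual degrees of freedom of the 4 libraries, so that a list hardly passes after adjustment. The enrichment of the oxidative phosphorylation subunits was computed with fgsea 1.28.0 (100000 permutations of genes, weight 1, seed 7) on all tested genes ranked by log2 fold change. The same edgeR comparison was made for 7 other cell types with at least 30 cells in each 24 hpi library, and an interaction term was tested between basal keratinocytes and 3 of them; the 2 sums of a library are not independent in that test.

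The genes named are those that the paper names for these data in its text or figures, the transgene features, the 10 that rose and the 10 that fell most with an average log2 CPM of at least 5 and separated libraries, up to 4 members of each list past the threshold with an average log2 CPM of at least 3, and for each other cell type the 5 that rose and the 5 that fell most by the first of these rules. Some genes that meet these rules are not reported here. Any other gene is said to be chosen after its values were seen. At 8 hpi, with 1 library per condition, no test was made, and counts are given with exact Poisson intervals (95%), which cover counting error only. A list's median was compared with 10000 random lists matched on expression among 11699 genes with at least 20 counts in both libraries together.

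The labels a and b pair an HRAS with a CAAX library. Across 13031 genes the deviation of a from b in CAAX and in HRAS libraries correlated with r = 0.18 (r = 0.09 over 4352 genes with an average log2 CPM of at least 4), from 2 pairs, and the fit without the pairing was kept, with the time course as a block among the alternatives. The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0, limma-voom, no low-count filter, the block, leaving out each library, thinning each sum to 8328232 UMIs, cells with at least 2000 UMIs, 595 cells per library, and a fold of at least 1.5 tested with glmTreat. Added after the data were seen were library totals without TMM, edgeR with its bias-adjusted quasi-likelihood, DESeq2 with the block, basal keratinocytes summed with both epidermal SC types, cells without a UMI of lyz, mpx, npsn or mpeg1.1, cells without a UMI of any G2/M gene, cells of 10000 to 20000 UMIs, and the authors' clusters Basal Krt 3 and Basal Krt 2 alone. Cluster Basal Krt 1 was not tested alone because 13 and 30 HRAS cells belong to it.

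The edgeR comparison was tested on simulated data, drawn from a negative binomial distribution with the means, library sizes and dispersions of the 4 libraries of 24 hpi, in which 100 genes changed 2-fold and 100 genes 4-fold. For basal keratinocytes (12630 genes) 12% and 76% of these were recovered, with 9.28% false calls. For neutrophils (9296 genes) it was 43% and 92%, with 10.6% false calls, and for superficial keratinocytes (5888 genes) 3% and 50%, with 13.1% false calls. These false calls lay above the share that the threshold of 0.05 aims at. In the data 5262 of 13031 genes of basal keratinocytes were called, far more than changed in the simulation. The adjusted threshold was therefore stricter in the simulation, and its recovered shares do not carry over to the data. Tables were made and figures drawn with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.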

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

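Of the tests reported here, those of cell depth and of the krtt1c19e driver and of neutrophil RNA were chosen only after the result was seen, and so were the library totals as the only scaling; the subsets of cells without a G2/M UMI and of 10000 to 20000 UMIs were added after the data were seen but before their own result.

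For several genes of the glycolytic switch the difference between HRAS and CAAX libraries was not the same in all cell types at 24 hpi, by an interaction test in edgeR with Benjamini-Hochberg adjustment. In epidermal SC 1 cells, against basal keratinocytes, the log2 fold change was lower by a difference of -1.77 for hk2 (adjusted p = 0.0258), and higher by 2.19 for pdk2a (adjusted p = 0.00865), 4.20 for pdk2b (adjusted p = 0.014) and 1.75 for pdk4 (adjusted p = 0.0232). In epidermal SC 2 cells the difference was -2.65 for pkma (adjusted p = 0.0253), -3.27 for ldha (adjusted p = 0.0078), 6.20 for pdk2b (adjusted p = 0.0119) and 3.25 for pdk4 (adjusted p = 0.0136). The difference for dnm1l was -1.58 in SC 1 (adjusted p = 0.0504), -1.78 in SC 2 (adjusted p = 0.0507) and -1.30 in superficial keratinocytes (adjusted p = 0.127), none of which passed. Epidermal SC cells hardly held the transgene, as mcherryHRASG12V had 1 and 0 UMIs in SC 1 cells and 1 and 0 in SC 2 cells of HRAS replicates 1 and 2, and KALTA4ERT2 had 0. These are therefore differences from cells with little or no sign of HRAS. Over all genes, the fold change differed for 1635 of 13336 genes in SC 1 cells (893 with a higher and 742 with a lower fold change than in basal keratinocytes), for 1162 of 13181 in SC 2 cells (642 higher, 520 lower) and for 150 of 11933 in superficial keratinocytes (78 higher, 72 lower).

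Cell types sorted with the keratinocytes, whose expression the paper does not analyse, also differed between HRAS and CAAX larvae at 24 hpi. In neutrophils 1006 genes changed (653 rose, 353 fell), 2600 with the time course as a block. Among them 29 of 31 genes of the G2/M phase, 28 of 35 of S phase and 15 of 25 of the unfolded protein response rose, and the last list had 1 gene that fell. The neutrophils also lay in other clusters of the authors, as Neutrophil 1 held 475 of 857 and 311 of 658 cells of the CAAX libraries and 223 of 988 and 77 of 685 of the HRAS libraries. Neutrophil 3 held 230 and 232 against 492 and 389. In the neutrophils 6 of 9 genes of the basal keratinocyte list fell, as did 5 of 9 of the fibroblast list. In the basal keratinocytes sorted into the same tubes 15 of 22 genes of the former list fell too. Whether the neutrophils' own expression of these genes fell was not tested. dut, which keeps uracil out of DNA, rose by a log2 fold change of 2.76, arg2 by 3.04 and ldha by 0.81 (adjusted p = 0.0346, edgeR), while ptgdsb.1 fell by 3.00 and nop53 by 1.94. Of 21 glycolysis genes ldha alone rose in them and 5 fell. In superficial keratinocytes 59 genes changed (31 rose, 28 fell; 549 with the block, and 0 without HRAS replicate 1, where 576 had an unadjusted p under 0.05), with irg1l at 9.24, cgas at 7.46, cdaa at 7.39, mmp13a.1 at 6.61, pkma at 1.97 (adjusted p = 0.0369, edgeR) and id1 at -2.95. In macrophages 15 genes changed (6 rose, 9 fell; 621 with the block). No gene passed in epidermal SC 1 (419 at an unadjusted p under 0.05; 10 by DESeq2; 150 with the block), epidermal SC 2 (378; 23 by DESeq2), ionocytes (330; 2 by DESeq2) or Merkel cells (399; 14 by DESeq2) in edgeR's test.

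Genes of groups outside those that the paper discusses also changed in HRAS basal keratinocytes at 24 hpi. None of the 51 lists passed camera with an estimated correlation (smallest adjusted p = 0.288). That form of camera rests on the few residual degrees of freedom of 4 libraries and hardly lets a list pass. Its estimates were 0.804 for S phase and 0.717 for the G2/M phase, against the preset 0.01, so that correlation between genes enters there too. All 32 genes of the G2/M phase rose, ccnb1 by 3.85, cenpe by 3.72 and kif23 by 3.59, and 23 of 35 genes of S phase rose and 12 did not pass (26 rose when adjusted over the list alone), rrm2 by 2.95. Of 25 genes of the unfolded protein response 14 rose, 4 fell and 7 did not pass (15 and 4 adjusted over the list alone), with the chaperone genes manf (2.48), pdia4 (2.38) and calr3b (2.72) higher and the stress regulators ddit3, atf4b and xbp1 and dnajc3a lower, a group named after its values were seen. Of 25 inflammatory mediators 10 rose, 4 fell and 11 did not pass (12 and 5 adjusted over the list alone); cxcl8b.1 (5.47), il1b (4.88) and ptgs2b (4.33) rose, and irg1l, alox5a, alox12 and ptgs2a, named after their values were seen, fell. Of 22 genes of basal keratinocytes 15 fell, 3 rose and 4 did not pass, the same adjusted over the list alone; krtt1c19e (-3.94) and the anchoring collagen col7a1 (-3.85) fell, and epcam and krt94 were among those that rose, krt94 being lower within Basal Krt 2 alone (-2.84). Of 20 genes of fibroblasts 13 fell, none rose and 7 did not pass, also when adjusted over the list alone, lum by -4.80 and col1a1b by -3.62, and of 6 genes of mucous cells 5 fell and none rose, also over the list alone (none of either list rose at an unadjusted p under 0.05 in edgeR or by DESeq2): muc5.2 (-2.81) and, named after their values were seen, agr2, pvalb8, foxa3 and cldnh. Of 32 immediate early genes of tissue dissociation 18 fell, 2 rose and 12 did not pass (20 and 3 adjusted over the list alone), with klf2a at -3.65 and dusp1 at -2.42, and gadd45bb and egr3, named after their values were seen, higher. Of 27 genes of fatty acid and sterol synthesis 10 rose, 2 fell (acacb and insig1) and 15 did not pass (11 and 2 adjusted over the list alone; 16 rose with the block, and 19 rose and none fell with library totals), elovl1a by 2.37 and hmgcs1 by 1.82. Of 17 genes of serine, glycine and one-carbon synthesis 9 rose, 2 fell (mthfd1a and ppat) and 6 did not pass, also when adjusted over the list alone, mthfd1l by 3.37 and psph by 2.25. Genes given here as moving against their list without a value were chosen after their values were seen. In the tricarboxylic acid cycle 9 genes and among mitochondrial ribosomal proteins 41 genes rose.

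With library totals as the only scaling, 19 genes of the unfolded protein response rose and 1 fell, 16 inflammatory mediators rose and 2 fell, 12 genes of basal keratinocytes fell and 4 rose, 3 genes of mucous cells fell, and 11 immediate early genes fell and 5 rose. The 69 of 79 cytosolic ribosomal proteins that fell (73 adjusted over the list alone), rps2 by -0.94, were among the groups whose direction did not hold under that scaling (2 higher and 2 lower), as were the genes of the fusion list (4 higher and 1 lower). Camera with an estimated correlation gave adjusted p values of 0.569 for the G2/M phase, the unfolded protein response, fibroblasts, mucous cells, immediate early genes and cytosolic ribosomal proteins, 0.620 for S phase and for fatty acid and sterol synthesis, 0.512 for inflammatory mediators, 0.418 for basal keratinocytes and 0.607 for serine, glycine and one-carbon synthesis. By fry the G2/M phase (adjusted p = 0.0313), the unfolded protein response (0.029), fibroblasts (0.0238), basal keratinocytes (0.0112) and cytosolic ribosomal proteins (0.0313) passed. S phase (0.104), inflammatory mediators (0.0551), mucous cells (0.0742) and immediate early genes (0.0634) did not pass fry. Neither did fatty acid and sterol synthesis (0.0638) or serine, glycine and one-carbon synthesis (0.0634).

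Respiratory chain subunits were higher in HRAS basal keratinocytes, and these cells also held more transcripts of G2/M genes and more UMIs. Among cells without a UMI of any G2/M gene (196 and 123 HRAS cells) the subunits' median log2 fold change was 0.605 (0.549 to 0.581 with a library left out), against 0.691 over all cells, which argues against cells in the G2/M phase as the whole cause. Cells in S phase were not removed, so that a larger share of dividing cells in this wider sense stays open. Among cells of 10000 to 20000 UMIs the subunits' median was 0.631 (0.539 to 0.781 with a library left out), which argues against depth per cell. A response of the cells to HRAS is a hypothesis that stays open, as does any subtraction from the counts that differed between libraries, which was not tested. The subunits' median was 0.702 with DESeq2's size factors and 1.29 with library totals as the only scaling, against -0.01 and 0.59 for all genes. A scaling moves all genes of a library alike, so that the rise relative to the median of all genes was nearly the same under each. The size of the rise itself depends on the scaling, and these values leave that part open.

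In HRAS basal keratinocytes 10 of 17 genes of the neutrophil list rose, 3 fell (cpa5, il6r and mpx) and 4 did not pass (the same adjusted over the list alone; camera adjusted p = 0.620 with an estimated correlation), among them scpp8 (9.34) and mmp13a (7.46) and mmp9 (6.17), which also belong to the list of matrix remodelling; with library totals 11 rose and 1 fell. Neutrophils were sorted into the same tubes by EGFP, but the share of neutrophil RNA that the risen genes need was, by the lower of the 2 time courses' medians, 1581 times (61.6 times for the lowest gene) the share that the abundant neutrophil transcript lyz gives, which was at 0.0555 and 1.99 CPM in HRAS basal keratinocytes and at 27784 CPM in neutrophils of HRAS replicate 1. This argues against neutrophils, doublets with them or their RNA among the summed cells. Free RNA would raise the same genes in ionocytes, Merkel cells and both epidermal SC types, where the gain was 0.00322 of that in basal keratinocytes by the higher of the time courses' medians, and 0.376 for the highest gene. Expression by the keratinocytes themselves is a hypothesis that stays open; any subtraction from the authors' counts was not tested.

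mcherryHRASG12V had 58.5 UMIs per HRAS basal keratinocyte at 8 hpi (1 library), in 93.6% of cells, and 0.619 and 3.03 at 24 hpi, in 20.5% and 31.3% of cells. Cells were not shallower at 24 hpi, with at least 1.36 times the median UMIs of 8 hpi. The 473 of 595 and 459 of 668 cells of 24 hpi without a UMI of the transgene kept at least 0.981 of the median log2 difference from CAAX that all HRAS cells showed for the risen genes. In these genes they were therefore unlike CAAX cells. They were 79.5% and 68.7% of the cells on which the risen genes were picked, which favours a share near 1. Cells that never carried the transgene but responded to HRAS larvae would give the same values, so that such cells stay open. A candidate explanation is lower activity of the krtt1c19e promoter, since endogenous krtt1c19e changed by -3.94 (log2) and KALTA4ERT2 by -4.79 at 24 hpi. Silencing of the transgene and a loss of the cells with most of it stay open and were not tested.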

How the results depend on the processing

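Alternatives named as library totals, subsets of cells by UMIs, phase or cluster, and the sum with epidermal SC cells were chosen after the data were seen. Among 102 named genes, 97 passed the threshold and 72 of these calls held under every alternative chosen beforehand. A tally covered the named genes except dnm1l, the count of risen respiratory subunits, camera of the fission and fusion lists, and the shares of cells with dnm1l. Under alternatives chosen beforehand 1252 of its values stayed the same, 83 lost and 5 gained a call, 8 counts or shares moved and 1 direction reversed. Under added alternatives these numbers were 728, 138, 3, 3 and 8. Counts within 1.5 times the main value, and shares within its interval, were taken as the same. The 2619 higher and 2643 lower genes were 1527 and 1703 with a fold of at least 1.5, 1589 to 2467 and 1772 to 2441 with a library left out, 5331 and 1415 with library totals, 1504 and 1555 in cells without a G2/M UMI, 982 and 1051 in cells of 10000 to 20000 UMIs, 611 and 893 in Basal Krt 3, 378 and 328 in Basal Krt 2, and 1732 were lower with epidermal SC cells added; fewer cells and genes enter the subsets, and the lone library of a group is assumed to vary like the other group. The block called all 5262 genes and 6813 in total. Glycolysis genes, 13 higher and 4 lower, were 7 higher with the fold, 8 to 11 higher and 3 to 6 lower with a library left out, 1 lower without a G2/M UMI, 5 and 2 at 10000 to 20000 UMIs, 2 lower in Basal Krt 3 and 4 and 1 in Basal Krt 2. Fission genes, 3 higher and 0 lower, had 6 higher with library totals, 1 higher without a G2/M UMI and at 10000 to 20000 UMIs, 0 higher in Basal Krt 3 and Basal Krt 2, and 1 lower (fis1) by limma-voom, the block and thinning. Fusion genes, 0 higher and 3 lower, had 1 higher (opa1) with the block, 4 higher and 1 lower with library totals, and 0 lower in Basal Krt 3 and Basal Krt 2. The camera adjusted p of glycolysis (0.0549) was 0.0404 with the block, 0.0208 to 0.309 with a library left out, 0.0201 thinned, 0.0193 with epidermal SC cells, 0.00558 without a G2/M UMI, 0.0228 at 10000 to 20000 UMIs, 0.000275 in Basal Krt 3 and 0.0114 in Basal Krt 2. The fusion list turned upward in Basal Krt 3 (adjusted p = 0.789; 0.304 to 0.983 over all settings). With an estimated correlation in camera 24 of 51 lists past the threshold became 0, and the subunits' adjusted p was 0.288. That form of camera rests on few residual degrees of freedom, so that the loss alone does not measure correlation between genes. The subunits' estimate of -0.0008 lay below the preset 0.01. For other lists the estimate lay far above it, as for S phase (0.804), the G2/M phase (0.717) and cytosolic ribosomal proteins (0.411). For these lists the part of correlation in the loss was not separated. The enrichment score of 2.25 was 1.88 to 2.80 under alternatives chosen beforehand, 1.77 in Basal Krt 3 and 1.63 for mitochondrially encoded subunits. dnm1l was 0.94 in Basal Krt 3 and 0.94 in Basal Krt 2, not past the threshold. Reversed were hk1 (-0.47), krt94 (-2.84) and chchd3b (0.36) in Basal Krt 2, CABZ01044281.1 (0.18) in Basal Krt 3, mtfr1 (-0.0117) without a G2/M UMI, fis1 (0.0795) with library totals, and EGFP (-0.54), at -1.70 to 0.25 with a library left out and at 0.0786 with library totals. Genes changed in other cell types, in the order no filter, DESeq2, block and range with a library left out, were 170, 10, 150 and 3 to 162 in epidermal SC 1; 248, 23, 0 and 0 to 108 in epidermal SC 2; 152, 2, 0 and 0 to 305 in ionocytes; 402, 135, 621 and 57 to 462 in macrophages; 305, 14, 0 and 0 to 41 in Merkel cells; 1687, 801, 2600 and 750 to 1335 in neutrophils; and 698, 152, 549 and 0 to 334 in superficial keratinocytes. The block added calls for pdhb, fis1 and opa1 and changed the call of no other gene that the paper names; DESeq2 with the block, chosen after the data were seen, called none of the 3 (adjusted p = 0.0753, 0.235 and 0.192). The cause of these changes was not tested. The comparison of cells labelled PNC with control basal keratinocytes could not be run because no cell carries that label, and restricting every library to the basal label is the comparison already made. Thinned to the UMIs of the shallowest library, 2400 genes rose and 2442 fell. The test on simulated data recovered 12% of 2-fold and 76% of 4-fold changes at the library sizes of the data. Far fewer genes changed in it than were called in the data.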

Differences from the paper's values

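The paper's normalized enrichment score of the oxidative phosphorylation genes is 1.4401, and the value here is 2.25. The paper's p is 0.0409, and the value here is 2.2e-05, with 0 of 100000 permutations as high. Beside its p the paper gives a false discovery rate, which lay above 0.05. Among the alternatives set before the data were examined, the score lies within 1.5 times the paper's without the low-count filter (1.88), without CAAX replicate 1, without CAAX replicate 2 (1.90) and without HRAS replicate 1 (2.09). It does not with DESeq2's size factors (2.24), DESeq2 (2.22), limma-voom (2.22), the time course as a block (2.23), without HRAS replicate 2 (2.32), thinned libraries (2.19), cells with at least 2000 UMIs (2.25), equal numbers of cells (2.24), a fold of at least 1.5 (2.25), nuclear subunits (2.21), subunits with assembly factors (2.18), or ranking by F (2.80) or by p (2.80). The p differs under all of these (at most 4.8e-05). The paper took its gene sets from the Gene Ontology for zebrafish, whereas the set here was a separate list of subunits. Its text does not give the members of its set or the ranking measure. Its methods sum the cells labelled basal keratinocyte or PNC in each sample. Here all cells labelled basal keratinocyte were summed, as no cell carries the label PNC.

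The paper states higher expression of fis1 in PNCs. Here fis1 was at a log2 fold change of -0.52 and did not pass the test (adjusted p = 0.0589, edgeR), and was lower and past the threshold with limma-voom, thinned libraries and the time course as a block. Library totals as the only scaling, chosen after the values were seen, put it above 0 (0.08) without passing, and under it mfn1b, which the paper calls lower, did not pass. The paper also states higher expression of mtfr1, which was at 0.59 here (adjusted p = 0.109, edgeR). Adjusted over all genes it passed only with library totals, and adjusted over the 7 genes of Fig. 4B alone it also passed with the block. Fig. 4B also shows opa1 among genes past the paper's threshold, whereas it was at 0.50 here (adjusted p = 0.0778, edgeR) and passed with the block and with library totals. The other genes that the paper names as regulators of fission and fusion had its direction and passed: dnm1l, mtfr1l, mtfr2 and mfn1b. In Fig. 1D the paper shows pdhb among genes past its threshold, whereas it had an adjusted p = 0.0903 here (edgeR) and passed with the block and with library totals. The other 12 genes of that heatmap passed.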

Other observations

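At 8 hpi, with 1 library per condition, hexokinase 2 (hk2) had a log2 ratio of HRAS over CAAX of 2.41 (154 against 111 counts; 31.6 CPM, 95% Poisson interval 26.8 to 37.0, against 5.93 CPM, 4.88 to 7.14). ldha was at 2.11, hk1 at 1.81, dnm1l at 1.08 and pdk2b at -3.59. mtfr2 was at -0.21 from 12 and 55 counts, fis1 at -0.88 and mfn1b at -0.71. The median ratio of the glycolysis genes was 0.46, above 99.9% of random lists, that of the respiratory subunits 0.25, above 99.96%, and that of mitochondrial ribosomal proteins 0.77, above all 10000. The fission list lay above 81.5% and the fusion list, at 0.49, above 96.9% of random lists. S phase genes were at 0.93, above all random lists, and G2/M genes at -0.70, above 1.01% of them. Lists of other cell types and of stress stood apart as well, with ionocytes at -3.47 and endothelium at -2.66, both below all random lists, and neutrophils at 0.95, above 99.99%. The immediate early genes of dissociation were at -0.41, above 0.15%, and the hypoxia response at -0.92, above 0.06%. Targets of RAS-MAPK signalling were at 0.73. Apart from the transgenes, mcherryHRASG12V (0 counts in CAAX and 26498 in HRAS) and mcherryCAAX (152036 and 0), and among genes with at least 200 counts in both libraries together, the highest ratios were those of si.ch211.121a2.2 (2 counts in CAAX and 445 in HRAS), csf3b (8.97), il1b (6.42), cxcl8b.1 (6.25) and inka2 (6.15). The lowest were those of cela1.6 (1605 counts in CAAX and 0 in HRAS), prss59.2 (1869 and 1), ela2l (522 and 0), ela2 (503 and 0) and fabp1b.1 (301 and 0). Of these, cela1.6 and prss59.2 are genes of pancreatic enzymes, which at 24 hpi CAAX replicate 2 alone held. With 1 library per condition their ratios cannot be told apart from a difference between libraries. The median over 11699 genes was -0.11.

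At 24 hpi the genes that rose most in HRAS basal keratinocytes included scpp8, the collagenases mmp13a.1 (8.14) and mmp13a, inka2 (6.97), CR318588.3 (6.17), mmp9, clcf1 (5.91), ndrg1a (5.49) and hsd17b12a (5.47). The transgene mcherryHRASG12V was at least 172-fold higher and mcherryCAAX at least 31200-fold lower, against a floor of 3 counts per library. The other genes that fell most were tcnba (-8.02), cpa5 (-7.62), tnn (-5.26), aep1 (-4.96), CABZ01044281.1 (-4.93; 0.18 within Basal Krt 3 alone), pdk2b, lum, KALTA4ERT2 and ccl27a (-4.78). For tcnba (66.3 ± 79.4 CPM) and cpa5 (98.7 ± 135 CPM) the SD of the CAAX libraries exceeded their mean, and neither passed in limma-voom. prss1, prss59.2, ctrb1, ctrl and cela1.6, genes of pancreatic enzymes chosen after their values were seen, passed as lower although CAAX replicate 2 alone held them (prss1 at 539 CPM, and at most 1.38 CPM in the other libraries). EGFP, which marks the myeloid cells, was at -0.54 in basal keratinocytes (adjusted p = 0.537, edgeR). Of 34 targets and feedback genes of RAS-MAPK signalling 14 rose, 8 fell and 12 did not pass, also when adjusted over the list alone (22 rose and 7 fell with library totals), with dusp5 at 5.24 and phlda2 at 3.85.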
